# Liver-specific overexpression of HKDC1 increases hepatocyte size and proliferative capacity

**DOI:** 10.1038/s41598-023-33924-3

**Published:** 2023-05-17

**Authors:** Carolina M. Pusec, Vladimir Ilievski, Adam De Jesus, Zeenat Farooq, Joseph L. Zapater, Nadia Sweis, Hagar Ismail, Md Wasim Khan, Hossein Ardehali, Jose Cordoba-Chacon, Brian T. Layden

**Keywords:** Endocrinology, Endocrine system and metabolic diseases, Metabolism, Liver, Hepatocytes

## Abstract

A primary role of the liver is to regulate whole body glucose homeostasis. Glucokinase (GCK) is the main hexokinase (HK) expressed in hepatocytes and functions to phosphorylate the glucose that enters via GLUT transporters to become glucose-6-phosphate (G6P), which subsequently commits glucose to enter downstream anabolic and catabolic pathways. In the recent years, hexokinase domain-containing-1 (HKDC1), a novel 5th HK, has been characterized by our group and others. Its expression profile varies but has been identified to have low basal expression in normal liver but increases during states of stress including pregnancy, nonalcoholic fatty liver disease (NAFLD), and liver cancer. Here, we have developed a stable overexpression model of hepatic HKDC1 in mice to examine its effect on metabolic regulation. We found that HKDC1 overexpression, over time, causes impaired glucose homeostasis in male mice and shifts glucose metabolism towards anabolic pathways with an increase in nucleotide synthesis. Furthermore, we observed these mice to have larger liver sizes due to greater hepatocyte proliferative potential and cell size, which in part, is mediated via yes-associated protein (YAP) signaling.

## Introduction

One of the main physiologic functions of the liver is to regulate whole body glucose and energy homeostasis^1^. The liver takes up glucose largely via the GLUT2 transporter and subsequently, the enzyme glucokinase (GCK) phosphorylates it to glucose-6-phosphate (G6P), which commits glucose to enter various anabolic and catabolic pathways within the hepatocyte^2,3^. During the post-prandial state, G6P molecules proceed through glycolysis, enter the tricarboxylic acid (TCA) cycle, and provide intermediates along the way that give rise to various processes including oxidative phosphorylation. With excess energy, G6P and downstream intermediates largely contribute toward energy storage in the form of glycogen or other nutrients including triglycerides. To maintain physiologic blood glucose levels during the fasting state, hepatocytes undergo glycogenolysis followed by gluconeogenesis under extended periods of fasting^2^. During periods of stress, such as observed in nonalcoholic fatty liver disease (NAFLD), a state of excess fat stored in the liver that may contain elements of injury, inflammation, and fibrosis, the liver tries to retain functionality through its capacity to regenerate by re-entering the cell cycle despite the hepatocytes being highly differentiated^4^. This adaptive response compensates for the loss of functional tissue via hepatocyte hypertrophy and/or hyperplasia. However, with chronic damage, protective mechanisms can at times fail to prevent irreversible states such as cirrhosis or hepatocyte transformation into hepatocellular cancerous cells in the setting of un-regulated proliferation^5^.

A novel 5th hexokinase termed hexokinase domain containing-1 (HKDC1) was suggested by Irwin et al.^6^ and has been verified and characterized by our laboratory and other groups since its initial report^7–14^. Its importance was first highlighted in a genome-wide association study (GWAS) that identified genome-wide association of variants within HKDC1 and gestational glucose metabolism^7^. Subsequent studies have now shown that, in part, the action of HKDC1 is through its role in the liver during pregnancy^11^. Our findings have, thus far, demonstrated HKDC1’s enzymatic activity for converting glucose to G6P to be less than HK1-3 and glucokinase (GCK)^10^. Also, the expression profile of HKDC1 varies considerably across tissues^7,8^, and its expression in the liver is relatively low. However, the expression of hepatic HKDC1 expression is increased in NAFLD^14^ and other liver conditions^15^.

In the recent years, we began exploring hepatic HKDC1 and its impact on whole body glucose homeostasis by overexpression or deletion of HKDC1 in hepatocytes during pregnancy, where we observed that hepatic HKDC1 expression is beneficial for maintaining whole-body glucose homeostasis via its action on regulating insulin sensitivity^11^. We also tested the effects of acute (7-day) in vivo adenovirus-mediated overexpression of HKDC1 in male mice. Interestingly, HKDC1 contains an N-terminal mitochondrial-binding peptide sequence that localizes to VDAC and impacts glycolytic capacity, maximal respiration and glucose oxidation—all signs that HKDC1 affects mitochondrial function^10^. Because the expression of hepatic HKDC1 increases dramatically in NASH^14^, HCC^12^, and most recently discovered in alcoholic liver disease (ALD)^16^, we sought to determine if chronic hepatic overexpression of HKDC1 is sufficient to remodel hepatic metabolic pathways in order to understand its role in liver disease progression. To do this, we developed a chronic, stable overexpression of hepatic HKDC1 via the use of adeno-associated virus serotype 8 (AAV-8) in adult mice on a low-fat diet to delineate its role in the development of liver disease in the absence of a diet-induced liver disease model. Our data show that chronic hepatic HKDC1 overexpression impacts whole body glucose homeostasis over time, and importantly, shifts liver glucose metabolism to a more anabolic state resulting in an increase in nucleotide synthesis. The expression of HKDC1 also leads to greater liver size due to increased hepatocyte size and is, in part, due to the upregulation of YAP and its downstream effects.

## Methods

### Animal models and diets

All mice were obtained from The Jackson Laboratory and housed under a 14-h light, 10-h dark cycle with ad libitum access to normal chow (Envigo), unless otherwise noted. All mouse studies were approved by Institutional Animal Care and Use Committee and performed in accordance with the Guide for the Care and Use of Laboratory Animals at the University of Illinois at Chicago. For experiments requiring euthanasia, an intraperitoneal injection of ketamine/xylazine was administered to induce deep anesthesia followed by cervical dislocation. This method is consistent with AVMA guidelines for euthanasia. Further, the studies proposed here are reviewed by the Animal Care and Use Committee at UIC. This study is reported in accordance with ARRIVE guidelines.

Mice were injected with a single dose of adeno-associated virus serotype 8 (AAV-8) that has a hepatocyte-specific promoter thyroxin-binding globulin promoter (TBGp) via the lateral tail vein at 10 weeks of age. A single injection of 1.5*10e11 genome copies of AAV8-TBGp-full-length-humanHKDC1 induces the stable expression of human HKDC1 in hepatocytes (hHKDC1 OE) where mice injected with AAV8-TBGp served as the controls. AAV vectors were generated by Penn Vector Core, University of Pennsylvania. After injection, the mice were switched to a low-fat diet (D09100304; Research Diets, New Brunswick, NJ) for 16 weeks. Whole-body fat and lean mass were measured with a minispec LF50 Body Composition Analyzer (NMR) (Bruker, Billerica, MA) at 16 weeks after which, the mice were euthanized for end-point analyses.

### Glucose tolerance test

Intraperitoneal glucose tolerance tests (IPGTTs) were performed as previously described^14^. Briefly, mice were fasted for 16 h overnight with glucose given by IP injection at a dose of 2 g glucose/kg body weight. Glucose levels were measured from blood obtained from tail veins and measured with a One-Touch Ultra Glucometer and taken at multiple time points (from 0 to 120 min) during the IPGTT.

### Plasma glucose and insulin levels

For glucose, blood was obtained from tail veins and measured using One-Touch Ultra Glucometer after a 4-h fast. For insulin, blood was collected via the tail vein utilizing heparinized capillary tubes after which they were centrifuged at 7000 rpm for 15 min for plasma collection and insulin levels were measured using the Mouse Ultrasensitive Insulin ELISA kit (80-INSMSU-E01, ALPCO).

### Western-blot

Fresh frozen liver tissues were homogenized in lysis buffer containing 50 mM Tris–HCl (pH 7.4), 100 mM NaCl, 1 mM EDTA, 1 mM EGTA and 1% Triton X-100 with protease/phosphatase inhibitor mixture (Complete, Roche). Protein concentration was determined using Pierce™ Rapid Gold BCA Protein Assay Kit (A53227, Thermo Fisher Scientific, Waltham, MA). Equal amounts of protein were loaded on an SDS-PAGE 4–15% precast polyacrylamide gel (5671081, Bio-Rad Laboratories, Inc, Hercules, CA) and resolved by electrophoresis. Protein was transferred to a 0.45 μm nitrocellulose membrane. Membranes were blocked in 5% milk/Tris-buffered saline-Tween 20, and primary antibody was diluted 1:1000 in 5% BSA/Tris-buffered saline-Tween 20 (unless otherwise specified) while secondary antibody incubations were performed in 5% milk/Tris-buffered saline-Tween 20 at a 1:5000–1:10,000 dilution. All primary antibodies were incubated overnight at 4 °C, and secondary incubations were for at least 60 min at room temperature. Antibodies were as follows: Yes associated protein (YAP) (Proteintech Group, Inc., Rosemont, IL; catalog no. 13584-1-AP, RRID:AB_2218915), Cysteine-rich protein 61 (CYR61) (Proteintech Group, Inc.; catalog no. 26689-1-AP, RRID:AB_2880604), Connective tissue growth factor (CTGF) (Proteintech Group, Inc.; catalog no. 23936-1-AP, RRID:AB_2736836), Cadherin-associated protein, beta 1 (Beta-Catenin) (Proteintech Group, Inc; catalog no. 51067-2-AP RRID:AB_2086128), Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (1:5000) (Cell Signaling Technology, Inc., Danvers, MA; catalog no. D16H11 RRID:AB_10622025), Hexokinase Domain Containing-1 (HKDC1) (ABCAM Cambridge, MA; catalog no. ab228729)), Glucokinase (GCK) (Santa Cruz Biotechnology Inc., Dallas, TX; catalog no. sc-7908 RRID:AB_2107620), Hexokinase I (HKI) (Cell Signaling Technology, Inc., Danvers, MA; catalog no. 2024, RRID:AB_2116996), Hexokinase 2 (HK2) (Cell Signaling Technology, Inc., Danvers, MA; catalog no. 2867, RRID:AB_2232946), Hexokinase 3 (HK3) (Proteintech Group, Inc.; catalog no. 13333-1-AP), Pyruvate kinase M2 isoform (PKM2) (Cell Signaling Technology, Inc., Danvers, MA; catalog no. 4053, RRID:AB _1904096), Lamin A/C (Cell Signaling Technology, Inc., Danvers, MA; catalog no. 4777 RRID:AB_10545756), and Translocase of outer mitochondrial membrane 20 homolog (TOM20) (Proteintech Group, Inc.; catalog no. 11802-1-AP RRID:AB_2207530). Blots were imaged and analyzed using a ChemiDoc MP Imager (Bio-Rad), and Image Lab software, version 6.0 (Bio-Rad), respectively.

### Nuclear and cytoplasmic extraction

Tissue lysis and extraction of cytoplasmic and nuclear protein fractions were conducted using the Thermo Scientific NE-PER Nuclear and Cytoplasmic Extraction Kit (catalog number: 78833). Tissue preparation was performed per the manufacturer’s instructions. Briefly, 40 mg of liver tissue sample was harvested, washed with PBS, and centrifuged at 500 × g for 5 min. The supernatant was discarded and the tissue was then homogenized using a Dounce homogenizer in appropriate volume of extraction reagent.

### Mitochondrial isolation

30 mg of fresh frozen liver tissue was homogenized in homogenization buffer (10 mM TrisHCl, pH 6.7, 10 mM KCl, 0.15 mM MgCl_2_) supplemented with protease and phosphatase inhibitors 10 μl/ml and 1 mM DTT and 1 mM PMSF using a 2 mL dounce homogenizer (DWK Life Sciences, LLC, Millville, NJ). After about 30 strokes, lysate was then transferred into a 1.5 mL micro-centrifuge tube containing 50 μL of 2 M sucrose. After mixing, lysate was centrifuged at 1200xg for 10 min at 4 °C and this process was repeated beginning with adding the supernatant into a fresh micro-centrifuge tube containing 50 μL of 2 M sucrose. The supernatant (the cytosolic fraction) was transferred into a fresh micro-centrifuge tube. The pellet was re-suspended in mitochondrial buffer (10 mM TrisHCl, pH 6.7, 0.15 mM MgCl_2_, 0.25 M sucrose and supplemented with protease and phosphatase inhibitors, 1 mM DTT and 1 mM PMSF) at 3 × volume of the pellet size. The lysate was then centrifuged at 10,000xg for 10 min at 4 degrees. The supernatant was discarded and the pellet was re-suspended in fresh mitochondrial buffer (~ 40 μL) and stored at − 80 °C degrees.

### RNA isolation and qPCR

RNA was extracted from 10 mg livers using TRIzol reagent (15596026, Thermo Fisher Scientific) and chloroform for phase separation. RNA was purified using RNeasy Mini Kit (74106, Qiagen, Germantown, MD.) and treated with RNase-Free DNase (79254, Qiagen). Purified RNA (1 µg) was then reverse transcribed using qScript Reverse transcription (Quanta Biosciences) and quantified via qPCR using iTaq Universal SYBR Green Supermix (1725124 Bio-Rad Laboratories, Inc.) where final primer concentrations were 0.625 µM for each reaction, and data were analyzed using the CFX Connect Real-Time PCR Detection System (Bio-Rad Laboratories, Inc). For primer sequences, please see Table 1.

**Table 1:** Primer sequences utilized for quantitative PCR.

Gene	Species	Forward primer 5′–3′	Reverse primer 5′–3′
HKDC1	Mouse	ACACTTGGTGGCGTTTTACTT	CCGCATGTGATACAGGAACC
HKDC1	Human	TCCTGGCAAGCAGAGATACG	AGACGCTCTGAAATCTGCCC
HK1	Mouse	TGCCATGCGGCTCTCTGATG	CTTGACGGAGGCCGTTGGGTT
HK2	Mouse	TGGAGATTTCTAGGCGGTTCC	TCGCCATGTTCTGTCCCATC
HK3	Mouse	CACCATTGGGCCTTCTGGCCTGCATCCT	TGGCACGCCCTCGTGTGGGCAGACTGA
GCK	Mouse	GAGGTCGGCATGATTGTG GGC A	ACACACATGCGCCCCTCATCGCC
PCNA	Mouse	TCGTCTCACGTCTCCTTGGT	TTGGACATGCTGGTGAGGTT
ß-actin*	Mouse	GGCTGTATTCCCCTCCATCG	CCAGTTGGTAACAATGCCATGT

*HKDC1* hexokinase domain containing protein-1, *HK1* hexokinase 1, *HK2* hexokinase 2, *HK3* hexokinase 3, *GCK* glucokinase, *PCNA* proliferating cell nuclear antigen, *ß-actin* beta-actin, * housekeeping gene.

### Immunofluorescence staining

Liver pieces were fixed in 4% PFA for 24 h at room temperature. The next day, fixed livers were washed in 50% ethanol and then stored in 70% ethanol until embedding in paraffin by the UIC core. Briefly, sections were first de-paraffinized with xylene and rehydrated through a series of decreasing percentages of ethanol. Antigen retrieval was performed by microwaving sections in 1 mM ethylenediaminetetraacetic acid (EDTA), pH 8.0 or in 10 mM citrate buffer pH 6.0 for 5 min repeated 4 times. Cell and nuclear membrane permeablization was performed by incubating sections in 0.25% Tween 20 in PBS for 30 min. Tissue sections were incubated with: Yes associated protein (YAP) from Proteintech Group, Inc.; catalog no. 13584-1-AP, RRID:AB_2218915, rabbit polyclonal antibody to Proliferating cell nuclear antigen (PCNA) (Santa Cruz Biotechnology, Inc.; catalog no. SC-7907, RRID:AB_2160375) at 1:100 dilution overnight at 4 °C. Appropriate secondary antibody donkey anti-rabbit antibody conjugated with Alexa Fluor 594 (A21207, Thermo Fisher Scientific) were diluted at 1:800 for 1 h at room temperature. Nuclei were stained with ProLong Gold Antifade Mountant with DAPI (P36931, Thermo Fisher Scientific, Waltham, MA). Positive-staining cells were counted in five randomly selected fields within a defined area in the liver as visualized by IF and the mean number ± SEM of positive cells per field were tabulated per group^17^.

### Wheat germ agglutinin (WGA) staining

Liver sections or AML-12 cells were labeled with Alexa 488-conjugated wheat germ agglutinin (WGA, catalog no. W11261, Invitrogen) at 5 μg/mL diluted in PBS for 10 min at room temperature followed by two washes in PBS. Stained sections were imaged using Olympus BX53 fluorescence microscope. Cells size was calculated using ImageJ (NIH, Bethesda, MD).

### Non-esterified fatty acids (NEFAs)

Quantification of plasma NEFAs was carried out with reagents from Wako Diagnostics, as per the manufacturer’s instructions.

### Hepatic triglycerides and glycogen content

Mice were fasted for 4 h. Harvested livers were immediately flash frozen in liquid nitrogen and then stored at − 80° until analyses were performed. For triglycerides, livers were homogenized on ice using a 2 mL glass dounce homogenizer (DWK Life Sciences, LLC) and PBS. Homogenates were cleared by centrifugation at 13,000 rpm, and the supernatant was collected. Hepatic triglycerides were determined using Infinity Triglyceride Solution (TR22421 Thermo Fisher Scientific). For glycogen, flash-frozen liver samples were determined using the Glycogen Assay Kit (MAK016, Sigma-Aldrich, St. Louis, MO) as per manufacturer protocol.

### De Novo lipogenesis index (DNL)

Total lipid extraction from the livers was done via Bligh and Dyer procedure^18^. Lipids were then transmethylated with 10% boron trifluoride-methanol (Sigma-Aldrich) and DNL was measured using gas chromatography/mass spectrometry (GC/MS) as described^19^.

### Hexokinase activity

Livers of 4 h-fasted mice were assayed using the Hexokinase activity kit (MAK091, Sigma-Aldrich) according to the manufacturer's instructions.

### Metabolite assays

Quantification of Glucose-6-Phosphate and Lactate levels were done using commercially available kits (ab83426 and ab65330), as per the manufacturer’s protocols. For each assay, 20 mg samples of liver tissue were harvested and washed in cold PBS, resuspended in PBS or the recommended assay buffer, and mechanically homogenized using a Dounce homogenizer. Tissue lysates were then deproteinized with TCA using a Deproteinizing Sample Preparation Kit (ab204708) and the resulting deproteinized samples were used for subsequent assays.

### Cell culture

Alpha mouse liver 12 (AML-12) cells (CRL-2254, ATCC, Manassas, VA) obtained from ATCC were cultured in DMEM:F12 medium (11-330-032, Gibco, Billings, MT) supplemented with 10% fetal bovine serum and 1% penicillin streptomycin. Additionally, the media was supplemented with insulin, transferrin, selenium (25-800-CR, ITS ™, Corning, Glendale, AZ) as per manufacturer’s instructions. Briefly, the cells were plated in T-25 (156430, Thermo Fisher Scientific) flasks and incubated in a 37 °C humidified incubator in presence of 5% CO_2_ until they formed a monolayer and achieved the desired confluence.

### Generation of lentivirus

Lentivirus containing a copy of human HKDC1 gene was generated in HEK-293 T cells as previously described^20^. After collecting the virus containing supernatant (media) from HEK-293 T cells for three consecutive days, the media was pooled, and ultracentrifugation was performed at 36,000 rpm for 2 h (8043-30-1082, L-80XP, Beckman Coulter, Brea CA) to concentrate the virus. Next, the entire virus pellet was re-suspended in 5 ml of media and 1 ml aliquots were prepared, snap frozen and stored at − 80 °C till further use.

### Generation of stable hHKDC1 cell line

AML-12 cells were cultured to a confluency of 80% in a 6-well plate and infected with adenovirus containing a copy of full length (FL) human HKDC1 gene (hHKDC1). Briefly, 1 ml of adenovirus containing hHKDC1 was incubated at room temperature for 5 min with 1 µg/ml of polybrene (TR-1003-G, Millipore Sigma). Virus was added to the cells after removing media from the well. The cells were incubated for 3 h after which fresh F12:cDMEM was added. Following infection, the cells were selected with blasticidin (A1113902, Thermo Fisher Scientific) for 7 consecutive days (10 µg/ml) and infected cells were further propagated^21^. The expression of human HKDC1 in the stable cells was further confirmed through RT-qPCR.

### Transfection

Lipofectamine based transfection using RNAi MAX lipofectamine (13778030, Thermo Fisher Scientific) was performed as per manufacturer’s protocol for knock down of HKDC1. Both wild type and human HKDC1 (hHKDC1) containing AML-12 cells were transfected with two types of siRNA SASI_Mm01_00122693 (CCAUCAAGAGGAGAAACGA[dT][dT]) and SASI_Mm01_00122694 (CCAAGUUUCGGGUCUUGAA[dT][dT]), Millipore Sigma) against mouse and human HKDC1. For mouse Yap1 silencing, we used a cocktail of two siRNAs (00022140 and 00022142, Sigma Aldrich) in order to achieve a knockdown of ~ 80%. The sequences of the siRNAs are given below: SASI_Mm01_00022140 (GCUAGAUAAAGAAAGCUUU[dT][dT]) and (AAAGCUUUCUUUAUCUAGC[dT][dT] ) and SASI_Mm01_00022142 (GGUCAAAGAUACUUCUUAA[dT][dT]) and (UUAAGAAGUAUCUUUGACC[dT][dT]). Briefly, cells were grown to a confluency of 80% in 6-well plates. For each well of a 6-well plate, 150 µl of opti-MEM (31-985-070, Gibco) was mixed with 5 µl of siRNA (100 µM). This was added to a mixture containing 150 µl of opti-MEM (31985062, Gibco) and 9 µl RNAi MAX lipofectamine and incubated for 5 min. The mixture was then added to the wells in a dropwise manner following addition of 1.5 ml of fresh opti-MEM and cells were incubated for 6 h. Next, 1.5 ml of fresh DMEM:F12 media was added to each well and incubated overnight. After 48 h, cells were harvested for protein and RNA extraction.

### Metabolomics

Liver tissues were harvested from mice after a 4 h fast and immediately flash frozen in liquid nitrogen until harvested for metabolites using a 80% methanol & 20% ultrapure water extraction protocol. Metabolomics services were performed by the Metabolomics Core Facility at Robert H. Lurie Comprehensive Cancer Center of Northwestern University. Samples were analyzed by High Performance Liquid Chromatography and High-Resolution Mass Spectrometry and Tandem Mass Spectrometry (HPLC–MS/MS). Specifically, the system consisted of a Thermo Q-Exactive in line with an electrospray source and an Ultimate3000 (Thermo) series HPLC consisting of a binary pump, degasser, and auto-sampler outfitted with an Xbridge Amide column (Waters; dimensions of 4.6 mm × 100 mm and a 3.5 µm particle size). The mobile phase A contained 95% (vol/vol) water, 5% (vol/vol) acetonitrile, 20 mM ammonium hydroxide, 20 mM ammonium acetate, pH = 9.0; B was 100% Acetonitrile. The gradient was as follows: 0 min, 15% A; 2.5 min, 30% A; 7 min, 43% A; 16 min, 62% A; 16.1–18 min, 75% A; 18–25 min, 15% A with a flow rate of 400 μL/min. The capillary of the ESI source was set to 275 °C, with sheath gas at 45 arbitrary units, auxiliary gas at 5 arbitrary units and the spray voltage at 4.0 kV. In positive/negative polarity switching mode, an m/z scan range from 70 to 850 was chosen and MS1 data was collected at a resolution of 70,000. The automatic gain control (AGC) target was set at 1 × 106 and the maximum injection time was 200 ms. The top 5 precursor ions were subsequently fragmented, in a data-dependent manner, using the higher energy collisional dissociation (HCD) cell set to 30% normalized collision energy in MS2 at a resolution power of 17,500. The sample volumes of 10 μl were injected. Data acquisition and analysis were carried out by Xcalibur 4.0 software and Tracefinder 2.1 software, respectively (both from Thermo Fisher Scientific).

### RNA sequencing

RNA was extracted using RNAeasy kit (Bio-Rad) to perform RNA-seq as previously described^22^. Libraries preparation, sequencing, and bioinformatics analysis of RNA sequencing were performed by Novogen (Novogen, Inc, Sacramento CA). Briefly, RNA integrity was assessed with Agilent Bioanalyzer 2100 to select RNA samples with RIN > 7.3–9.3. Two hundred fifty to 300 base pair insert cDNA libraries, non–strand-specific, were prepared with Next Ultra RNA Library Prep (New England Biolabs, Ipswich, MA) and sequenced with Illumina (San Diego, CA) HiSeq PE150 Platform ∼ 6G/sample Q30 > 90%. The reads were mapped to the human reference genome sequence using STAR v2.5 and v2.6.1, with a total mapping rate > 90% per sample. For gene expression level analysis and to calculate the fragments per kilobase of transcript per million mapped reads, HTSeq v0.6.1 was used. The differential expression analysis between two different groups was done with DESeq2 R package v2_1.6.3. The *P* values were adjusted using the Benjamini–Hochberg approach for controlling the false discovery rate, adjusted *P* < 0.05. TFCat and Cosmic databases were used to annotate the differential expressed gene. The enrichment analysis was done with cluster Profiler R package.

## Results

### Chronic Hepatic HKDC1 Overexpression in male mice results in impaired glucose tolerance but not in female mice

Our group recently observed that hepatic HKDC1 expression was elevated in NAFLD states in mouse models and human biopsy samples^10^. In addition, others have reported increased levels of HKDC1 in liver cancer, among other cancers^12,13,15,23^. Previously, we utilized adenovirus to acutely (1 week) overexpress HKDC1 in mice with specificity to the liver. There was a mild improvement in glucose homeostasis in this model, with no impairment in hepatic triglyceride nor glucagon levels, but the hepatocytes showed altered mitochondrial activity and dynamics when assessed ex vivo^10^. As metabolic alterations in homeostasis typically develops over a longer period such as seen in diseased states like NAFLD, we developed an approach to assess long-term effects of overexpression of hepatic HKDC1 in mice. Specifically, we injected AAV8-TBGp vectors to adult mice (age 10 weeks) and subsequently changed their standard diet to a low-fat diet. The mice achieved a long-term (16 weeks) stable hepatocyte-specific overexpression of human HKDC1 and this allowed us to evaluate if HKDC1 is sufficient to develop NAFLD-like characteristics compared to control mice (AAV-null) under non-stressed conditions.

As seen in Fig. 1a, our AAV-HKDC1 (which will be referred to as hHKDC1 OE to signify human HKDC1 overexpression) approach resulted in stable overexpression of human *HKDC1* RNA in the liver with a concomitant increase in hepatic HKDC1 protein levels (Fig. 1b and Supplemental Fig. 1a) and not in other tissues (Fig. 1c). Our hHKDC1 OE mice did not have altered body weight (Fig. 1d, male and Supplemental Fig. 1b, female) or visceral fat (Fig. 1e, male and Supplemental Fig. 1c, female) after 16 weeks. However, subcutaneous fat was reduced in the hHKDC1 OE mice as compared to the control based on dissection (Fig. 1f, male and Supplemental Fig. 1d, female), while overall fat mass (Fig. 1g, male and Supplemental Fig. 1e, female) and lean mass (Fig. 1h, male and Supplemental Fig. 1f, female) were not significantly different. Furthermore, to assess whether this reduction in subcutaneous fat was caused by an increase in lipolysis, we measured non-esterified fatty acid (NEFA) levels in our male mice, however, a mild non-significant reduction was observed (Fig. 1i). 

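Subcutaneous fat from 3 male null mice and 3 male hHKDC1 OE mice was sequenced 16 weeks after injection, with 1 library per mouse, and liver was sequenced beside it with 3 libraries per group. The vector is an adeno-associated virus that carries human HKDC1 behind the thyroxine-binding globulin promoter, which is active in hepatocytes. The authors mapped the reads with STAR and counted the fragments on each gene with HTSeq, from libraries that keep no strand information. The deposited counts are not normalized and cover 54532 mouse genes. The methods name the human genome as the reference, whereas each identifier in the count table is a mouse Ensembl gene, and 98.0% of the identifiers have the same position in GENCODE mouse release 21, an annotation of GRCm38. Human HKDC1 itself was not analysed here. The sample labels describe 2 of the 3 hHKDC1 OE libraries of each tissue as knockouts, and the groups were taken as the paper and the sample titles name them.
Counts on genes totalled 17738258, 17721484 and 18630099 in null fat (median 17738258) and 19954971, 19257758 and 15663540 in hHKDC1 OE fat (median 19257758). CPM are counts scaled to the same total in each library, and at this depth 1 CPM stands for 15.7 to 20.0 counts. Scd1, the gene with the most counts in each fat library, took 3.26% to 5.78% of them. The 6 fat libraries were fitted alone with edgeR's quasi-likelihood test after TMM normalization, and the Benjamini-Hochberg adjustment covered the 16380 genes that passed edgeR's expression filter. Lists of genes for each process were tested with camera, which compares the genes of a list with all other genes at a preset correlation of 0.01 between them. An exact permutation test of 3 mice against 3 cannot go below a two-sided p of 0.1, so that p is given for single genes as the limit of the design. DESeq2, the tool named in the methods, was run as an alternative, as were other normalizations, filters and fits without each library in turn, since the number of genes past a threshold can change with each of them.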

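Of 30 inflammation genes (cytokines, chemokines, Toll-like receptors and macrophage genes), 24 had enough counts to be tested and 22 of these were higher in hHKDC1 OE fat, with a median log2 fold change of 0.91 and a range from -0.26 to 4.86. In 10 of the 24 genes all 3 hHKDC1 OE libraries lay outside the range of the null libraries, where chance gives 10%. None of the genes passed an adjusted p of 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 did when adjusted over the list alone, and 11 had an unadjusted p under 0.05. As a set, the list was higher with an adjusted p of 9.9e-08 by camera with Benjamini-Hochberg adjustment over 8 lists. The set test moved this family most. With fry, which takes the correlation between genes from the data, the adjusted p of the list was 0.110, and none of the lists or Reactome pathways called by camera was called by fry or by camera with an estimated correlation. The chemokine gene Ccl5 rose from 5.17 ± 2.58 CPM (SD, n = 3) to 151 ± 119 CPM (SD, n = 3), and the macrophage gene Cd68 from 17.5 ± 5.87 CPM to 34.6 ± 11.3 CPM. Their log2 fold changes were 4.86 (standard error 0.98) and 0.98 (standard error 0.34), with adjusted p of 0.133 and 0.213 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the same libraries 12 B cell genes, which are on none of the process lists, summed to 10.7 ± 4.10 CPM in null fat and 795 ± 641 in hHKDC1 OE fat (SD, n = 3).
Of 29 apoptosis genes, 28 were tested and 20 were higher, with a median log2 fold change of 0.33 and a range from -0.35 to 3.98. In 9 of them the groups did not overlap, against the 10% that chance gives. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes passed over all genes and 1 when adjusted over the list alone, and 7 had an unadjusted p under 0.05. The adjusted p of the list by camera was 0.0240, and it rose to 0.158 without hHKDC1 OE replicate 2, to 0.0632 without null replicate 3 and to 0.0530 without null replicate 1. Pmaip1 had the largest rise of the list, from 0.654 ± 0.187 to 10.5 ± 8.15 CPM (SD, n = 3), with a log2 fold change of 3.98 (standard error 0.81, adjusted p = 0.133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The broader Reactome pathway Apoptosis had 72 of 138 genes higher, a median log2 fold change of 0.04 and an adjusted p of 0.181 by camera, and the median was -0.02 without null replicate 2 and without null replicate 3.
Of 891 Reactome pathways, camera called 172 higher and 53 lower, and the smallest adjusted p by fry was 0.0672. The pathway of chemokines and their receptors had 26 of 33 genes higher, with a median log2 fold change of 1.28 and an adjusted p of 1.69e-07 by camera, and cytokine signaling had 134 of 206 genes higher, with a median of 0.32 and an adjusted p of 5.15e-07 by camera. The chemokine median ranged from 0.54 to 1.72 over 11 alternatives. In these libraries T cell genes were 42.2 times and lymph node stroma genes 28.0 times the null mean. The immune pathways were not tested without genes of such cells, so a lymph node source stays open for them. Among the fat pathways, Lipid digestion, mobilization, and transport had 7 of 36 genes higher, a median log2 fold change of -0.36 and an adjusted p of 0.00327 by camera, and over the 24 of its genes that were not predicted from liver RNA in the fat libraries the median was -0.24 and the adjusted p 0.320 by camera. Fatty acid, triacylglycerol, and ketone body metabolism had 29 of 85 genes higher, a median of -0.14 and an adjusted p of 0.0157 by camera. With library size alone in place of TMM, which moved the median of all genes from -0.05 to 0.11, its median was 0.01, below that of all genes, with an adjusted p of 0.0414 by camera, and without hHKDC1 OE replicate 2 its adjusted p by camera was 0.158. The summed counts of 10 hepatocyte genes came to 5728 ± 3585 CPM in null fat and 2617 ± 608 in hHKDC1 OE fat (SD, n = 3). Much of this gap rested on null replicate 3, at 9868 CPM against 3600 and 3717 in null replicates 1 and 2. The hHKDC1 OE mean was 0.457 times the null mean, and 0.715 times without null replicate 3.

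**Figure D1:**
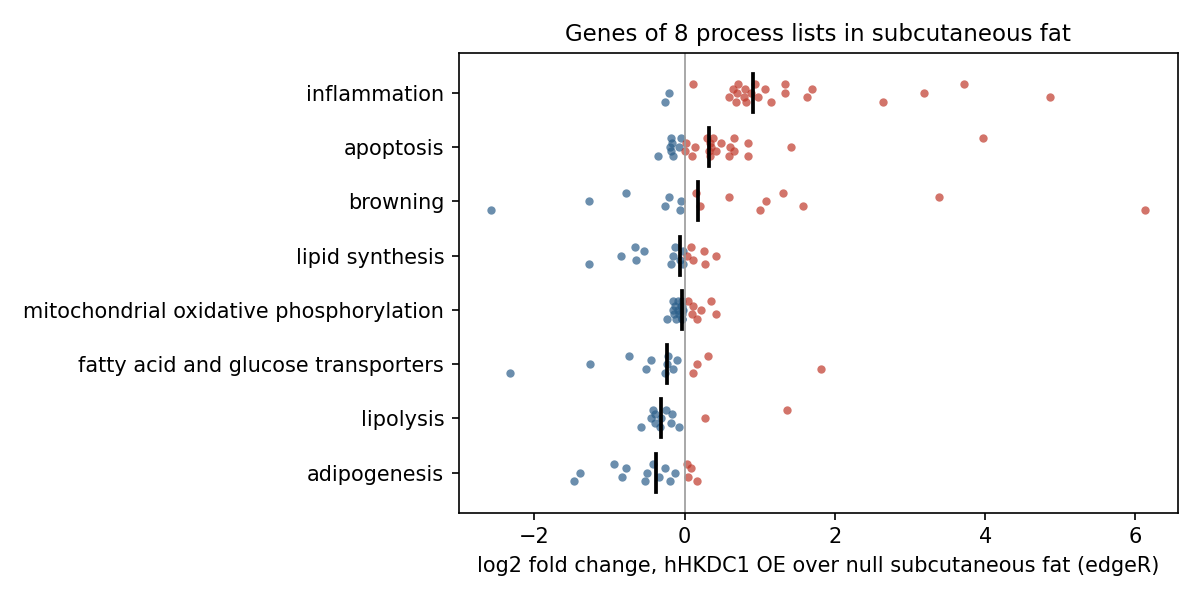
Log2 fold change of each tested gene of 8 process lists in subcutaneous fat, hHKDC1 OE over null, from edgeR. Each point is a gene, red where it is higher and blue where it is lower, and the black bar is the median of the list. The median of the inflammation list lies at 0.91 and that of the adipogenesis list at -0.38, while the oxidative phosphorylation list lies at -0.04, and no gene shown passed an adjusted p of 0.05 over all genes.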

To further investigate the cause of this reduction, we performed RNA sequencing analysis on these fat depots in our male mice and found adipocyte apoptosis and inflammatory pathways were up-regulated (Supplemental Fig. 2a), while various pathways involving fat metabolism and transport were down-regulated (Supplemental Fig. 2b). In addition, we interestingly found that the genes involved in white adipose browning such as uncoupling protein 1 (*Ucp1*), iodothyronine deiodinase 2 (*Dio2*), and cell death activator (*Cidea*) were increased while genes involved in adipogenesis were decreased (Supplemental Fig. 2c). Thus, chronic hepatic overexpression of HKDC1 did not significantly alter body weight or composition, however, did affect subcutaneous fat depots with gene alterations in inflammatory, fat metabolism, browning, and adipogenesis pathways.

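Ucp1 (ENSMUSG00000031710), which encodes the uncoupling protein of brown and beige fat cells, lies on chromosome 8 of GRCm38 from 83290352 to 83298452 on the plus strand. It had 2, 20 and 1 counts in the null libraries and 1529, 91 and 338 counts in the hHKDC1 OE libraries, or 0.472 ± 0.666 CPM (SD, n = 3) and 32.6 ± 35.5 CPM (SD, n = 3) after normalization. The log2 fold change was 6.12 (standard error 1.37, adjusted p = 0.133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each hHKDC1 OE library was above each null library (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Limma on log2(FPKM + 1) moved the log2 fold change most, to 3.05 on that scale, which understates the change of low genes. DESeq2 changed the call, with an adjusted p of 0.00102, within a range from 0.00102 to 0.298 over 9 alternatives. With each library left out in turn the adjusted p by edgeR ranged from 0.00678, without hHKDC1 OE replicate 2, to 0.406.
Dio2 (ENSMUSG00000007682, chromosome 12, 90724552 to 90738438, minus strand) encodes the deiodinase that activates thyroid hormone in fat, and had few counts, with 25, 6 and 20 counts in null fat and 46, 36 and 39 in hHKDC1 OE fat. It came to 0.987 ± 0.578 CPM and 2.11 ± 0.324 CPM (SD, n = 3), a log2 fold change of 1.09 (standard error 0.55, adjusted p = 0.344 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the groups apart (two-sided exact permutation test, p = 0.1). Cidea (ENSMUSG00000024526, chromosome 18, 67343564 to 67367794, plus strand) encodes a lipid droplet protein of brown fat and came to 29.0 ± 13.0 CPM in null fat and 72.0 ± 42.2 CPM in hHKDC1 OE fat (SD, n = 3). Its log2 fold change was 1.31 (standard error 0.55, adjusted p = 0.279 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2 of the 3 hHKDC1 OE libraries lay above the null range (two-sided exact permutation test, p = 0.3). The other library, replicate 2, had 499 counts, between the 407 and 704 counts of null replicates 1 and 2. Without it the log2 fold change of Cidea was 1.71 (adjusted p = 0.0175 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within a range from 0.0175 to 0.591 over the 6 fits that each left out one library).
Of 18 browning genes, these 3 included, 16 were tested, 9 were higher and 7 lower, with a median log2 fold change of 0.18 and a range from -2.57 to 6.12. The groups did not overlap in 3 of them, against 10% by chance. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 passed over all genes and 1 when adjusted over the list alone, and 3 had an unadjusted p under 0.05. The adjusted p of the list by camera was 0.108, and 0.0352 without null replicate 2. Tmem26, with a log2 fold change of 3.39, and Otop1, with 1.00, were among the higher genes, while Ppargc1a was at -0.21, Pdk4 at -0.78 and Elovl3 at -1.28. Of 16 adipogenesis genes, 12 were lower and 4 higher, with a median log2 fold change of -0.38 and a range from -1.47 to 0.17. The groups did not overlap in 6 of them, and by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 genes passed over all genes, 1 when adjusted over the list alone and 4 at an unadjusted p under 0.05. The adjusted p of the adipogenesis list by camera was 0.00581. Cebpd fell from 74.6 ± 16.1 to 28.6 ± 9.10 CPM (SD, n = 3), a log2 fold change of -1.39 (standard error 0.27, adjusted p = 0.133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Pparg, Cebpa and Adipoq were 0.05, -0.20 and -0.26, each within 2 standard errors of 0.

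**Figure D2:**
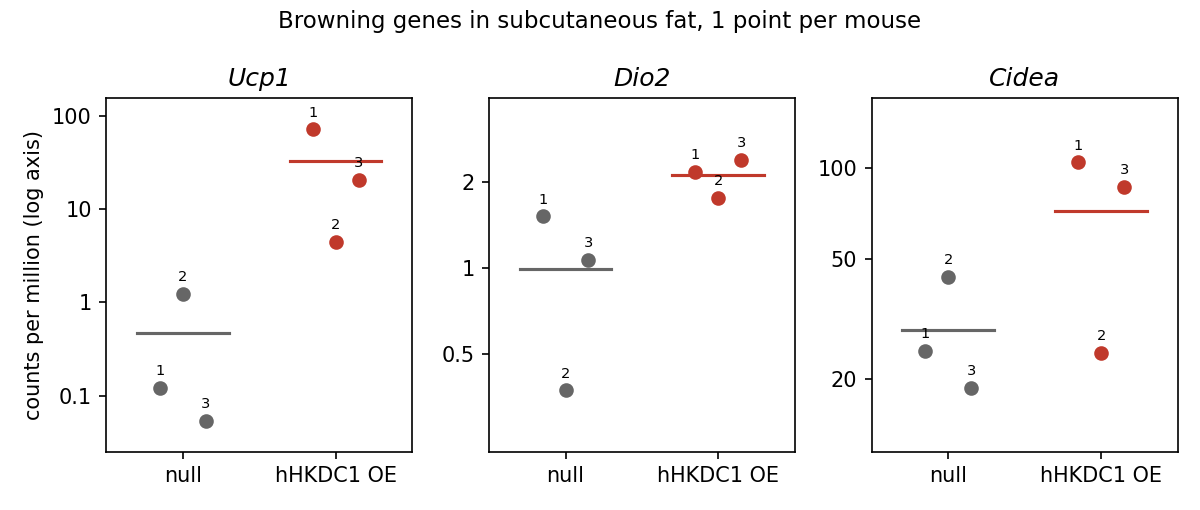
CPM of Ucp1, Dio2 and Cidea in subcutaneous fat on log axes, after TMM normalization. Each point is a mouse, numbered by replicate, and each line is the mean of a group of 3. The hHKDC1 OE points of Ucp1 and Dio2 lie above each null point, and replicate 2 of Cidea lies within the null range.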

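The 8 process lists hold 148 different genes that were tested in fat. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of them had an adjusted p under 0.05 over all genes, 6 did when the adjustment covered these 148 genes alone, and 28 had an unadjusted p under 0.05. In the authors' deposited table of this comparison, which holds genes with an unadjusted p under 0.05, 14 inflammation genes were higher, 7 of them with an adjusted p under 0.05 from DESeq2, and 7 apoptosis genes were higher, 3 of them with an adjusted p under 0.05. The authors' deposited table also lists 4 browning genes as higher, 2 of them with an adjusted p under 0.05 from DESeq2, and 4 adipogenesis genes as lower, 1 of them with an adjusted p under 0.05. Ucp1 has a log2 fold change of 6.13 and an adjusted p of 0.00106 from DESeq2 in the authors' deposited table, and Cidea has 1.33 and 0.0928, while Dio2 is not among its genes.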

**Figure 1:**
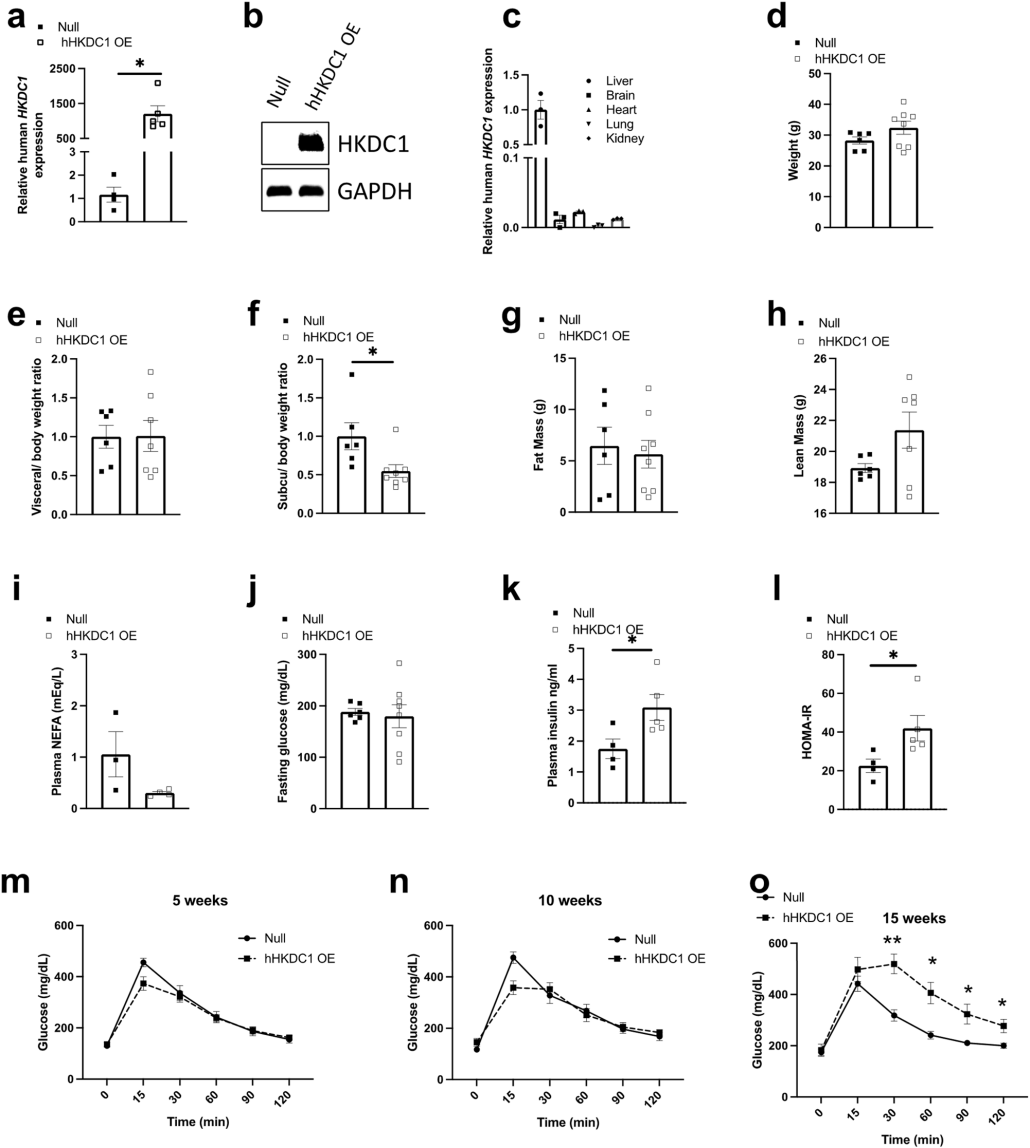
Chronic hepatic hHKDC1 overexpression results in impaired glucose tolerance in male mice. (**a**) mRNA expression of human HKDC1 in mouse livers relative to null, n = 4–5 mice/group. (**b**) Representative immunoblot of human HKDC1 in mouse liver, n = 6–8 mice/group. (**c**) mRNA expression of human HKDC1 in various mouse tissues relative to liver expression in hHKDC1 OE mice, n = 3 (**d**) Fasting body weights of male mice at 16 weeks, n = 6–8 mice/group. (**e**–**h**) Visceral and subcutaneous (subcu) fat weight relative to body weight, and also fat mass, and lean mass, respectively of male mice, n = 6–8 mice/group. (**i**) Plasma non-esterified fatty acids (NEFA) levels, n = 3–5 mice/group. (**j**) Fasting plasma glucose, (**k**) Fasting plasma insulin and (**l**) HOMA-IR, n = 4–8 mice/group. (**m**–**o**) Plasma glucose concentrations during an intraperitoneal glucose tolerance test (IPGTT) from mice at 5, 10 and 15 weeks post-injection, respectively, n = 6–8 mice/group. All values are means ± SEM. *p < 0.05, **p < 0.01 and *p < 0.05 (Unpaired Student t-test).

As liver is a central organ in glucose homeostasis, we next assessed characteristics of whole body glucose homeostasis after 16 weeks. There were no changes noted in fasting glucose for male mice after 16 weeks (Fig. 1j) but had increased fasting insulin levels and HOMA-IR (Fig. 1k and l, respectively), while the fasting glucose levels were significantly reduced in female mice (Supplemental Fig. 3a) with no change in fasting insulin and HOMA-IR (Supplemental Fig. 3b and c, respectively). Moreover, while our male mice did not exhibit changes in glucose tolerance after an IPGTT at 5 and 10 weeks (Fig. 1m and n), there was significant impairment noted at 15 weeks (Fig. 1o). In contrast, we did not note changes to glucose tolerance at 5, 10, or 15 weeks in our female mice (Supplemental Fig. 3d, e, f, respectively).

### Chronic hepatic HKDC1 overexpression results in hepatomegaly in male mice

In addition to lower subcutaneous fat, the hHKDC1 OE male mice had elevated liver weights compared to the control after 16 weeks (Fig. 2a), while the female mice liver weights were unchanged (Supplemental Fig. 3g). Given that the female mice did not exhibit changes in glucose tolerance nor changes in liver size, we continued our studies focusing only on the hHKDC1 OE male mice. To investigate the cause of increased liver mass, we first performed a hematoxylin and eosin (H&E) stain to gain an understanding of the hepatocyte morphology (Fig. 2b). Interestingly, we noted enlarged nuclei and hepatocyte size but a decrease in fatty vacuoles. To verify there is a reduction in lipids, we measured liver triglycerides and observed a significant reduction in the hHKDC1 OE mice (Fig. 2c) While there are various reasons why triglyceride levels could be decreased, we found that hepatic lipid synthesis, as measured by the de novo lipogenesis (DNL) index, was also significantly decreased (Fig. 2d). Moreover, we also measured glycogen storage levels, however, observed only a mild, non-significant increase (Fig. 2e). Fat nor glycogen storage explained the enlarged liver phenotype, however, we did note that hepatocytes from the hHKDC1 OE mice appeared enlarged. We further investigated this finding with immunofluorescence using WGA staining and calculation of size and noted significantly increased size (Fig. 2f). Next, we proceeded to investigate whether the hepatocytes possessed proliferation potential as a proxy for active proliferation. We first measured PCNA (a marker of active proliferating cells) RNA expression and observed a significant increase (Fig. 2g), as well as, increase co-localization of PCNA with DAPI (nuclear stain), compared to the control mice (Fig. 2h). To assess if there were signs of liver injury that could explain the response to hepatocyte cell growth, we measured plasma ALT and AST levels. However, there were undetectable or low levels in our controls and experimental groups and they were not significantly different between groups (data not shown). While hepatomegaly is often caused by fat and/or glycogen accumulation, our HKDC1 OE mice had enlarged liver predominantly related to an increase in cell size and proliferation capacity.

**Figure 2:**
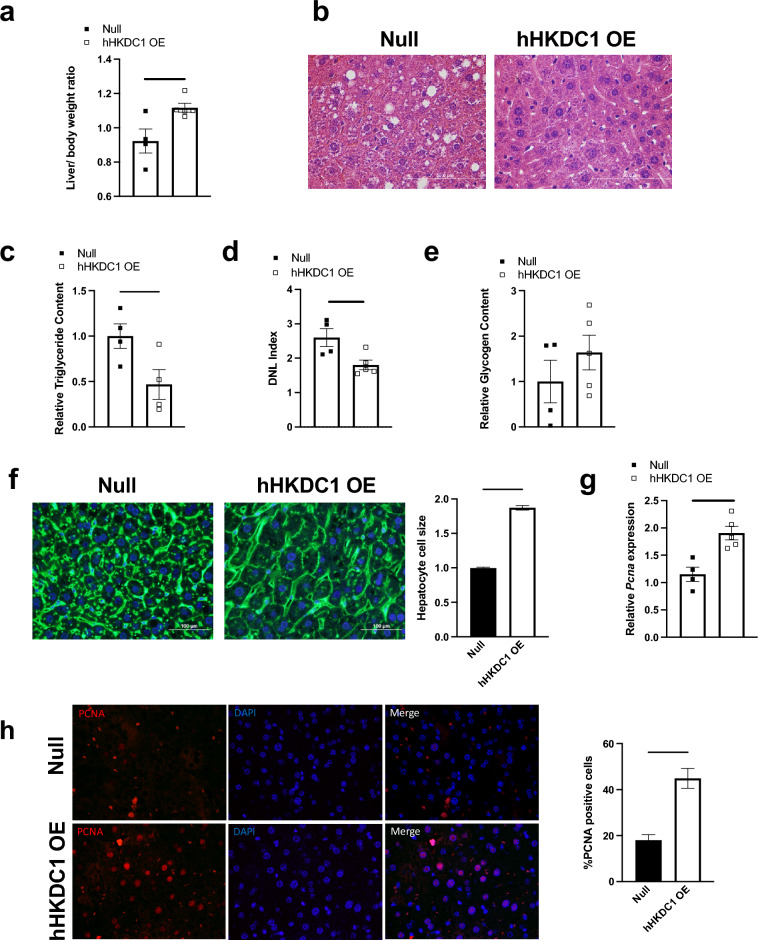
Chronic hepatic hHKDC1 overexpression results in hepatomegaly in male mice. (**a**) Liver weight normalized to body weight ratio, n = 4–5 mice/group. (**b**) Representative liver sections stained with hematoxylin–eosin (H&E). (**c**) Hepatic triglyceride content, (**d**) Hepatic de novo lipogenesis (DNL) index, (**e**) Hepatic glycogen content, n = 4–5 mice/group for (**c**–**e**). (**f**) Immunofluorescence microscopy of liver Wheat Germ Agglutinin staining (WGA); Green: WGA, Blue: DAPI and corresponding liver cross-sectional area measurements, n = 3 mice/group. (**g**) mRNA expression of liver proliferating cell nuclear antigen (PCNA) relative to null, n = 4–5 mice/group. (**h**) Immunofluorescence microscopy of liver PCNA and corresponding quantification; Red: PCNA, Blue: DAPI, and number of PCNA detected per field, n = 3 mice/group. All values are means ± SEM. *p < 0.05, **p < 0.01 and ****p < 0.0001 (Student t-test).

### Chronic hepatic overexpression of HKDC1 up-regulates the transcription factor YAP

We next wanted to assess key pathways known to be involved in liver size regulation. A study from 2016 demonstrated that the silencing of HKDC1 decreased proliferation and migration via the downregulation of the β-catenin and C-Myc pathways in hepatocellular cell lines^15^. Thus, we first proceeded to assess if chronic overexpression of hepatic HKDC1 affected whole cell β-catenin levels (Fig. 3a) and its sub-cellular localization levels (Supplemental Fig. 4), however, we did not note any differences with our chronic overexpression mouse model. Of note, another recent study by Bisso et al. found that conditional overexpression of Myc and β-catenin in hepatocytes increased proliferation specifically via the transcription factors Yap/Taz and their downstream targets^24^. Considering this, we examined the protein levels of YAP and found that our hHKDC1 OE mice had significantly elevated levels of YAP compared with null mice. Next, we examined the phosphorylation of YAP at serine 127 (which indicates sequestration in the cytosol), which when normalized to total YAP levels was not significantly increased (Fig. 3b), indicating possibly more nuclear YAP. We then investigated whether YAP’s downstream targets were affected and found that connective tissue growth factor (CTGF) (Fig. 3c) and cysteine-rich angiogenic inducer 61 CYR61 (Fig. 3d), were significantly elevated. To further verify higher localization of YAP to the nucleus, we co-stained YAP and DAPI and identified co-localization was significantly elevated in the hHKDC1 OE liver sections (Fig. 3e). Taken together, hepatic HKDC1 overexpression is found to correlate with the upregulation of YAP, its localization to the nucleus, and its downstream targets.

**Figure 3:**
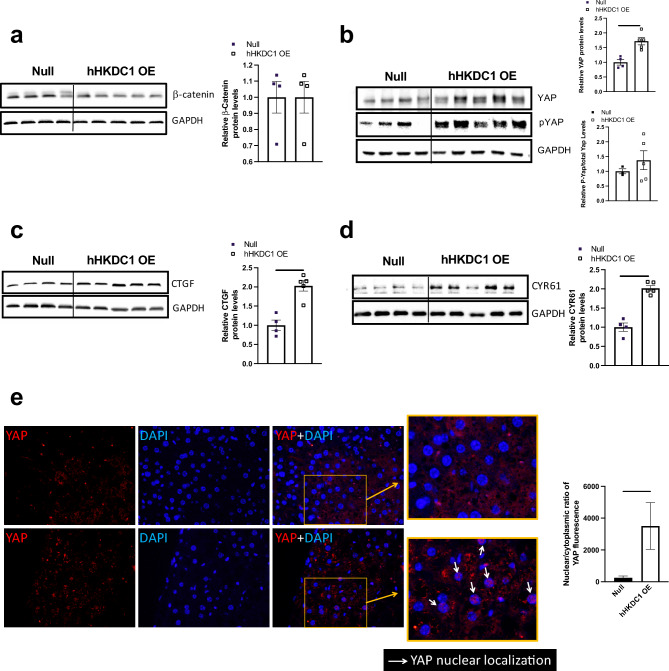
Chronic hepatic overexpression of hHKDC1 up-regulates the transcription factor YAP. (**a**) Immunoblot of Beta-catenin normalized to GAPDH and corresponding quantification. (**b**) Immunoblot of yes-associated protein (YAP) normalized to GAPDH and corresponding quantification, immunoblot of phosphorylated YAP at serine 127 (pYAP) normalized to GAPDH and corresponding quantification of the ratio between pYAP to total YAP. (**c**) Immunoblot of connective tissue growth factor (CTGF) normalized to GAPDH and corresponding quantification. (**d**) Immunoblot of cysteine-rich angiogenic inducer 61 (CYR61) normalized to GAPDH and corresponding quantification. n = 4–5 mice/group for (**a**–**d**). (**e**) Immunofluorescence microscopy of liver sections; Red: YAP, Blue: DAPI, n = 3 mice/group. All values are means ± SEM. *p < 0.05, **p < 0.01, ****p < 0.0001 (Student t-test).

### Up-regulation of YAP, cell size, and proliferative capacity is moderately dependent on HKDC1 expression

To assess whether YAP and its role in proliferation is influenced by HKDC1, we first began by establishing a stably-overexpressing hHKDC1 (will also be referred to as hHKDC1 OE) in a mouse hepatocyte line, AML-12, and verified its overexpression and specificity of siRNA knockdown (Fig. 4a). We observed that hHKDC1 OE increased *Pcna* RNA expression, similar to what we observed in vivo, and that silencing of HKDC1 significantly reduced *Pcna* back to baseline (Fig. 4b). We also noted an increase in YAP protein levels in the hHKDC1 OE cells and with silencing of HKDC1 decreasing YAP protein comparable to baseline (Fig. 4c). Next, we verified that the observed increase in hepatocyte size was due to HKDC1 expression via WGA staining and furthermore showed that with silencing of HKDC1, the hepatocytes reverted to a size comparable to Null (Fig. 4d). To then determine whether the increase in hepatocyte size is Yap-dependent, we assessed the hepatocyte cell size difference between the hHKDC1 OE cells and hHKDC1 OE with siRNA of *Yap* and noted a significant increase in hepatocyte size with the hHKDC1 OE cells and found that silencing *Yap* decreased the cell size (Fig. 4e). Overall, HKDC1 expression induces an increase in YAP and leads to an increase in cell size that is at least, in part, Yap-dependent.

**Figure 4:**
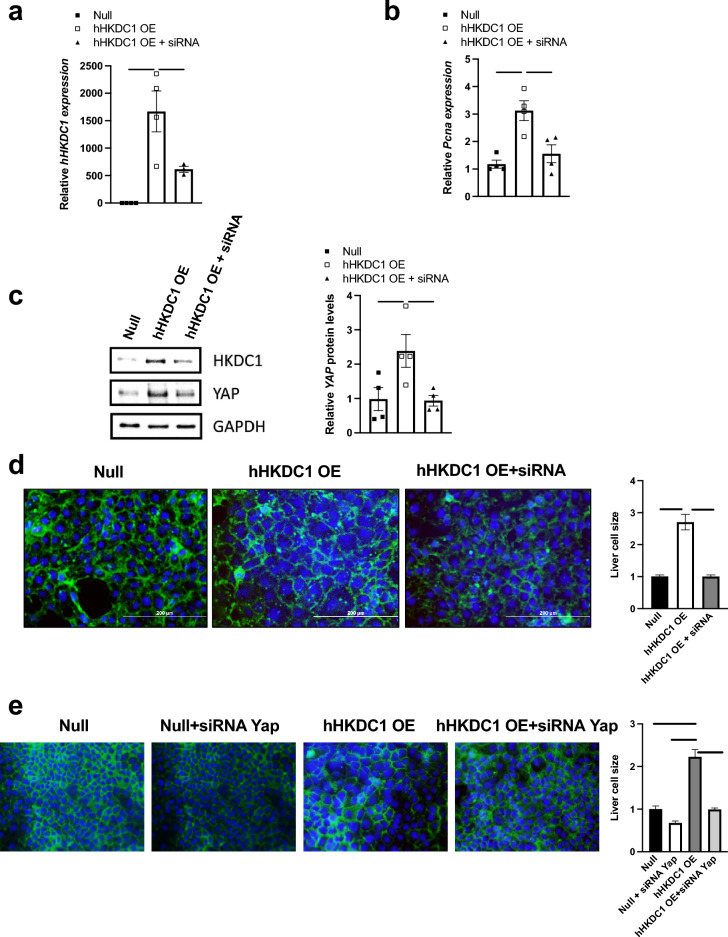
Up-regulation of YAP, cell size, and proliferative capacity is moderately dependent on HKDC1 expression. (**a**) mRNA expression of hHKDC1 and (**b**) PCNA in the stable OE of hHKDC1 in AML-12 cells and stable OE of hHKDC1 with siRNA against HKDC1 normalized to β-actin relative to null, n = 3–4. (**c**) Immunoblots of YAP normalized to GAPDH and corresponding quantification. (**d**) Immunofluorescence microscopy of WGA stain of stable OE of null AML-12 cells, stable OE of hHKDC1, and stable OE of hHKDC1 with siRNA against HKDC1 and corresponding size quantification, n = 3, > 50 cells each. (**e**) Immunofluorescence microscopy of WGA stain of null AML-12 cells, cells with siRNA against Yap, stable OE of hHKDC1, and stable OE of hHKDC1 with siRNA against Yap and corresponding size quantification; n = 3, > 25 cells each; Green: WGA, Blue: DAPI and corresponding area of measurements. All values are means ± SEM. *p < 0.05, **p < 0.01, ****p < 0.0001 (One-way ANOVA).

### Chronic hepatic overexpression of HKDC1 does not impact other HK expression but causes an increase in HK activity and decreases PKM2 and lactate

To elucidate whether chronic HKDC1 expression influences changes in expression of other HK isoforms, we first measured HK hepatic expression and protein levels in our chronic hepatic hHKDC1 OE mouse model. We observed no significant differences in RNA expression (Fig. 5a), no detectable HK protein levels of HK1, HK2, or HK3, and no changes to the dominant hepatic hexokinase isoform, GCK (Fig. 5b). Given that GCK’s sub-cellular localization can direct downstream cellular metabolism and the metabolic fate of the cell^25,26^, we assessed whether overexpression of HKDC1 affected GCK localization. As we noted previously^10^, HKDC1 localizes largely to the mitochondria upon overexpression, and here, we observed no major alterations in GCK localization (Fig. 5c). Next, because we observed chronic HKDC1 increases hepatocyte size and proliferation capacity and that there is a high association of HKDC1 with liver cancer^22^ and other cancers, we examined whether HKDC1 contributes to specific aspects of the Warburg-effect. This phenomenon switches metabolism to take up more glucose and preferentially produces lactate, even in the presence of oxygen and functional mitochondria^27^. While not significant, we noted a trending increase in glucose-6-phosphate levels (Fig. 5d), which may be an indication of increased glucose uptake. However, we also noted significantly increased overall cellular hexokinase activity (Fig. 5e), which could also have also contributed to the observed increased glucose-6-phosphate levels. Interestingly, while not significant, lactate levels down-trended in the hHKDC1 OE mice (Fig. 5f) in addition to pyruvate kinase M2 (PKM2) levels (Fig. 5g), an enzyme that helps give rise to the Warburg effect^28^. Overall, chronic hHKDC1 did not alter HK levels or localization and while HKDC1 contributes to increased hepatocyte cell growth, it did not contribute to the canonical signs defined by the Warburg effect.

**Figure 5:**
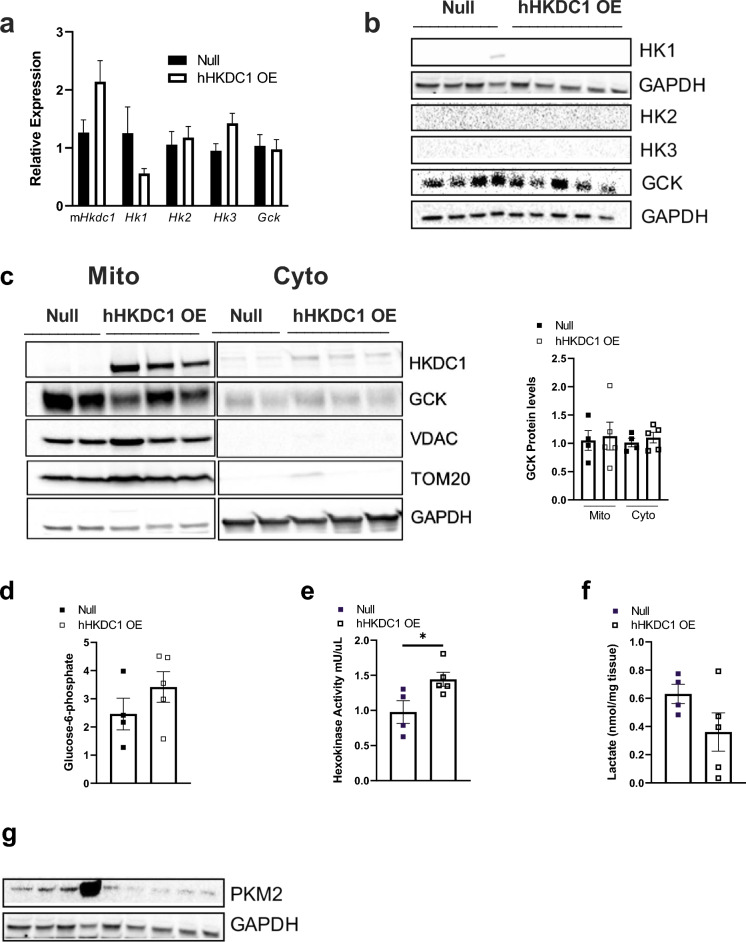
Chronic hepatic overexpression of HKDC1 does not impact other hexokinases but causes an increase in HK activity and decreases in PKM2 and lactate. (**a**) mRNA expression of mouse Hkdc1, Hk1, Hk2, Hk3 and Gck in hHKDC1 OE and null mouse livers relative to null, n = 4–5 mice/group. (**b**) Immunoblots of hexokinase 1 (HK1), hexokinase 2 (HK2), hexokinase 3 (HK3) and glucokinase (Gck) normalized to corresponding GAPDH of hHKDC1 OE and null mouse livers. (**c**) Immunoblots of HKDC1, GCK, GAPDH (cytosolic housekeeping), and translocase of the outer mitochondrial membrane complex subunit 20 (TOM20, mitochondrial housekeeping) on mitochondrial (mito) and cytosolic (cyto) fractions of mouse livers and corresponding quantification of GCK. (**d**) Glucose-6-phosphate levels, (**e**) Hexokinase activity and (**f**) Lactate levels in mouse liver tissue, n = 4–5 mice/group. (**g**) Immunoblots of PKM2 and GAPDH. All values are means ± SEM. *P < 0.05 (Student t-test).

### Chronic hepatic overexpression of HKDC1 shifts metabolism towards anabolism

We lastly explored how chronic HKDC1 overexpression alters downstream metabolism that might explain the hepatocyte cell growth phenotype via untargeted metabolomics of the mouse livers. The steady state metabolomics was performed on the liver extracts of mice after a 4 h fast. The metabolites showed distinct hepatic metabolic profiles with 51 metabolites significantly different between the groups (Fig. 6a). Examining the enrichment pathway analysis (Fig. 6b), we observed that biosynthesis/degradation pathways of multiple amino acids are impacted, as well as TCA, pentose phosphate pathway, purine and pyrimidine pathways were influenced. Multiple amino acids were decreased in HKDC1 OE liver samples, including tyrosine, tryptophan, phenylalanine, leucine, lysine, and arginine but nucleotides such as deoxyuridine, cytosine, CMP, thymidine and GDP and their precursors from the pentose phosphate pathway intermediates D-sedoheptulose-7-phosphate and D-erythrose-4-phosphate were increased compared to the control samples (Fig. 6c). Overall, chronic overexpression of hepatic HKDC1 shifts metabolites away from catabolic pathways (TCA cycle) and towards anabolic pathways such as the pentose phosphate pathway (Fig. 6d).

**Figure 6:**
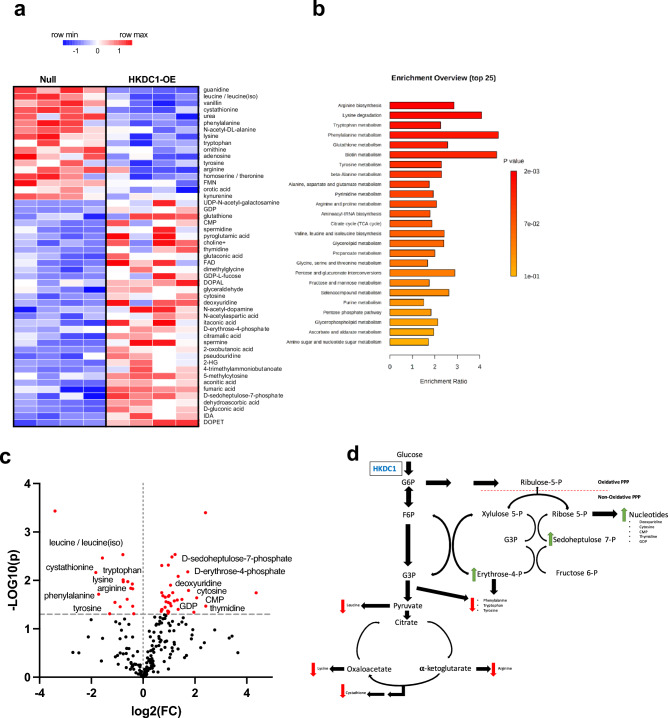
Chronic hepatic overexpression of HKDC1 shifts metabolism towards an anabolism. (**a**) Heat map of steady-state metabolomics performed in mouse livers normalized to total-ion-content. (**b**) Metabolite enrichment analysis of the top 25 metabolic pathways. (**c**) Important features selected by volcano plot with fold change (x-axis), t-tests threshold (y-axis) 0.05. Red circles represent above threshold. (**d**) Summary of steady state metabolites. Green arrows: Increase with HKDC1 OE, Red arrows: Decrease with HKDC1 OE. Both fold changes and *p* values are log transformed. All values are means ± SEM. *p < 0.05 (Student t-test). n = 4–5 mice/group.

## Discussion

We have previously examined HKDC1’s role in the liver following acute (seven days) adenoviral overexpression of HKDC1^14^. While we did not note changes in energy storage within the liver, we did discover a mild improvement of glucose intolerance during an IPGTT^10^. Similar to this report, we have found that after 16 weeks of AAV-8 targeted hepatic chronic overexpression of human HKDC1, there were also no major changes in energy storage. There were no changes in glucose tolerance at the five and 10-week time points but, interestingly, there was a significant impairment noted at 15 weeks in our chronic overexpression male mice. These data suggest acute versus chronic hepatic overexpression of HKDC1 differentially impacts whole glucose body tolerance. In addition, we observed higher fasting insulin levels in the male mice, further suggesting the mice were developing insulin resistance. While we originally expected there to be an increase in energy storage given the higher levels of insulin, we instead noted a significant increase in liver mass and hepatocyte growth, which undoubtedly requires an increase in glucose energy demands. As evidenced during times of accelerated hepatocyte growth, such as after liver resections or HCC, studies have described that higher insulin levels can result in the development of insulin resistance^29,30^. We have also shown evidence that glucose-6-phosphate preferentially shuttles through the PPP resulting in increased anabolic metabolites leading to increased nucleotide synthesis and decreased catabolic metabolites, which may be contributing to the hepatocyte’s cell growth and division potential.

Our female mice, on the other hand, did not have increased insulin nor enlarged livers, which suggests there is perhaps a sex-specific protection against the development of insulin resistance. Notably, female mice are largely protected from diet-induced obesity, due to sex-differences^31^. Also, in humans, sex differences exist with females having lower incidence of NAFLD and HCC^32^. While these sex differences are well described, it is also interesting given HKDC1 was first discovered in genetic studies focused on gestational glucose metabolism^7^. While we did not observe some changes in female mice as we did in male mice, we did observe the reduction in the subcutaneous fat in both sexes and addressing the role of HKDC1 in sex differences in these metabolic outcomes will be an important future direction.

As noted above, we observed the interesting finding of reduced subcutaneous fat depots. Therefore, to gain an understanding of the subcutaneous fat processes that were occurring in response to chronic hepatic hHKDC1, we performed RNA sequencing on the subcutaneous adipose tissues of the male mice. 

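Ranked by camera's p, the Reactome pathways furthest up in hHKDC1 OE subcutaneous fat were of translation and hold most of the ribosomal protein genes. Eukaryotic Translation Elongation had 87 of 88 genes higher, with a median log2 fold change of 1.26 and an adjusted p of 2.77e-33 by camera, and a fry adjusted p of 0.263. The first pathway of another kind, Generation of second messenger molecules, holds signaling genes of the T cell receptor and had 20 of 23 genes higher, with a median of 2.65 and an adjusted p of 6.36e-17 by camera. The pathway furthest down was Bile acid and bile salt metabolism, with 2 of 33 genes higher, a median log2 fold change of -0.99 and an adjusted p of 2.32e-06 by camera. These pathways are named by their rank, after their values were seen. Liver RNA was found in the fat libraries. Without the 501 genes predicted from it, camera called 29 pathways lower in place of 53. The bile acid pathway is not reported here without those genes, so a liver source for its fall stays open.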

The main pathways that were enhanced were inflammatory and apoptosis processes, as well as, genes involved with white adipose tissue browning such as Ucp1, Cidea, and Dio2. The increase in insulin resistance noted in our male mice may go in line with the notion that elevated insulin levels causes activation of adipose tissue inflammation and apoptosis^33–35^. Furthermore, the genes involved in the browning of white adipose tissue may also help support the finding of reduced subcutaneous mass due to an increase in energy expenditure rather than an increase in lipolysis as noted by the mild to no change in NEFA levels nor lipolysis genes. 

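Of 13 lipolysis genes, all of them tested, 11 were lower and 2 higher in hHKDC1 OE subcutaneous fat, with a median log2 fold change of -0.32 and a range from -0.58 to 1.36. The list holds regulators of lipolysis, such as Adrb1, G0s2 and Pde3b, beside the lipases, so its direction does not give the direction of lipolysis. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 genes passed over all genes and 0 when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The groups did not overlap in 3 of the 13 genes, where chance gives 10%. The adjusted p of the list by camera was 0.108. It was 0.0169 with limma on log2(FPKM + 1), 0.0392 with limma on log2(FPKM + 0.1) and 0.0406 with no filter on low counts, within a range from 0.0169 to 0.432 over 11 alternatives. Pnpla2, the gene of adipose triglyceride lipase, came to 2762 ± 582 CPM in null fat and 2434 ± 253 CPM in hHKDC1 OE fat (SD, n = 3), with a log2 fold change of -0.18 (standard error 0.26, adjusted p = 0.731 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lipe, the gene of hormone-sensitive lipase, had a log2 fold change of -0.33 (standard error 0.23, adjusted p = 0.468 by the same test). The largest rise of the list was in Adrb1, which had 826 counts in hHKDC1 OE replicate 3 and 113 to 202 counts in the other 5 libraries. From higher browning genes beside NEFA levels and lipolysis genes with little or no change, the paper proposes that the subcutaneous fat was reduced through energy expenditure rather than lipolysis.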

Given the influence hepatic HKDC1 expression has on adipose tissue, future studies will examine the metabolic crosstalk processes between the liver and subcutaneous fat and potential mechanisms of energy expenditure by evaluating whether there are changes in brown adipose tissue mass and body temperature.

A study by Zhang et al.^15^ found that in hepatocarcinoma cell lines, silencing of HKDC1 caused an inhibition of cell proliferation and migration in part due to the suppression of the Wnt/β-catenin pathway. Thus, we began by exploring whether chronic overexpression of HKDC1 was sufficient to influence β-catenin protein levels. After observing no changes in β-catenin levels nor nuclear localization, we considered the possibility that the effect on β-catenin noted in that study was due to acute silencing of HKDC1 and therefore, we explored its downstream pathways that could be affected related to hepatocyte proliferation. It was reported that when Myc and β-catenin were co-expressed in the livers of mice, a strong cooperative effect on liver tumorigenesis was found to be mediated by YAP/Taz^24^. Other studies have elucidated YAP’s role as a transcription factor for the induction of genes involved in cell proliferation and inhibition of apoptosis. Furthermore, Su et al. reported that YAP activation is insufficient to promote cellular proliferation in normal livers but rather YAP-expressing hepatocytes proliferate only in the presence of hepatocyte damage or inflammation^36^. It is difficult to discern why we did not observe detectable markers of hepatocyte injury (ALT and AST) and yet, our overexpression of hHKDC1 model still resulted in significantly elevated YAP protein levels and increased localization into the nucleus, where it is well known to serve as a transcription factor. Perhaps given the chronic nature of HKDC1 overexpression, the ALT and AST levels may have been higher at more acute time points and leveled out after 16 weeks. It is also important to consider that up to 50% of NAFLD patients can have normal ALT and AST levels, and therefore, the normal ALT and AST levels does not rule out that there are underlying inflammatory or liver injury processes occurring^37^. In addition, while there appeared to be an increase in the phosphorylation of YAP at serine 127, a consequence of which sequesters YAP in the cytoplasm and limits its transcriptional function^38^, when the phosphorylation of YAP is normalized to the total levels, there is not actually a rise in phosphorylation when compared to the null. Furthermore, we verified that YAP preferentially localized to the nucleus rather than the cytosol and increased its main targets CTGF and CYR61, both of which are involved in hepatocyte proliferation in response to injury and have roles in HCC progression^39^. Moreover, our in vitro studies with the hHKDC1 OE in AML-12 cells similarly showed increased in YAP levels with subsequent cell growth and further highlighted how changes in YAP expression is modulated by HKDC1 expression.

The question of whether increased YAP signaling plays a role in the metabolic changes that leads to the insulin resistance phenotype noted in our mouse model remains unclear. A study by Sayedyahossein et al.^40^ suggests that insulin signaling causes an increase in YAP phosphorylation and therefore significant reduction of YAP and its activity in the nuclei of liver cell lines. Given that we see increased insulin levels with increased activation of YAP, this could suggest that the activation of YAP is the initiating pathway that may be causing insulin resistance and not the other way around. This also aligns with our in vitro finding that YAP expression and nuclear localization is at least, in part, dependent on its upstream modulator, HKDC1. Additionally, others have observed that YAP deletion or phosphorylation at serine 127 improves insulin resistance^41,42^. While these associations suggest a role for hepatic Hippo/YAP signaling in insulin resistance, future studies need to explore the causal link between HKDC1 and YAP signaling and whether the changes in whole body glucose homeostasis is dependent or independent of YAP signaling.

In our previous paper, HKDC1 in hepatocytes largely localized to the mitochondria and caused signs of mitochondrial dysfunction^14^. Additionally, we found protein purified HKDC1 to contribute low-affinity hexokinase activity and similarly, when we generated a stable HKDC1 overexpression cell line in MI5-4 CHO cells (an established line with minimal HK activity), we observed HKDC1 produced a modest amount of total HK activity at all glucose concentrations tested^10^. Given that glucokinase is the main HK in normal liver metabolism, we first examined whether chronic overexpression of HKDC1 affected GCK localization since it has been found to localize to the outer mitochondrial membrane^43^. However, we did not note any significant changes and proceeded to examine whether there were any differences in hexokinase activity. We did find there to be significantly increased overall cellular hexokinase activity and mildly increased levels of glucose-6-phosphate but decreased lactate, which led us to examine how this increased HK activity could be affecting downstream metabolism. Consistent with the findings of increased hepatocyte size and proliferation, the pathways that were upregulated were related to amino acid anabolism and nucleotide synthesis. While the increase in HK activity and cell growth supports a Warburg-effect picture, the trending decrease in lactate, no detectable levels of HK2 (the hexokinase that predominates in liver cancer) and decreased PKM2 levels suggests that the downstream metabolism changes that HKDC1 influences may differ from that of HK2. However, a limitation in our mouse model is that our chronic overexpression of HKDC1 stopped at 16 weeks and is perhaps was not enough time to produce a full metabolic switch towards cancer metabolism.

Given that our lab and others have noted that in both mouse and human livers HKDC1 expression increases in stressed states such as NAFLD, alcoholic steatosis, and HCC and that studies have found increased activity of YAP in early liver cancer development^44^, it is plausible that HKDC1’s role in liver pathologies such as NAFLD and HCC tumorigenesis may, in part, be mediated via its relationship to YAP signaling. In sum, these data established that chronic HKDC1 expression impacts whole body glucose homeostasis, liver size and hepatocyte proliferation capacity. Next steps will be to address the role of HKDC1 over-expression or deletion in pathophysiological states such as NAFLD or HCC.

## Supplementary Information

Supplementary Information.

## Data Availability

RNA sequences data was deposited in NCBI. The accession number is GSE227535. Link to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227535.

# Supplementary material for: Liver-specific overexpression of HKDC1 increases hepatocyte size and proliferative capacity
**Source:** Sci Rep. 2023 May 17;13:8034. doi: 10.1038/s41598-023-33924-3
**Supplement:** Supplementary file 1 — Supplementary Information.

**Liver-Specific Overexpression of HKDC1 Increases Hepatocyte Size and Proliferative Capacity**

Carolina M Pusec^1^, Vladimir Ilievski^1^, Adam De Jesus^2^, Zeenat Farooq^1^, Joseph L Zapater^1,3^, Nadia Sweis^1^, Hagar Ismail^1^, Md Wasim Khan^1^, Hossein Ardehali^2^, Jose Cordoba-Chacon^1^, Brian T. Layden^1,3^*

^3^Jesse Brown VA medical center, Chicago, Illinois.

^*^Address all correspondence to Brian T. Layden, 

Supplemental material

**Female overexpression verification and weight analysis.** (a) Immunoblot of human HKDC1 in female mouse liver. (b) Fasting body weights of female mice at 16 weeks, n=9-12. (c-f) Visceral and subcutaneous (subcu) fat weight relative to body weight, and also fat mass, and lean mass, respectively of female mice, n=4-12 mice/group. All values are means ± SEM. ****p<0.0001 (Student t-test).

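Of 16380 genes tested in subcutaneous fat, 0 were higher and 0 lower at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and therefore 0 passed with a log2 fold change past 1.2. The smallest adjusted p was 0.133 by this test, shared by 366 genes. At an unadjusted p under 0.05 there were 2903 genes, 1856 higher and 1047 lower, where 819 are given by chance, and 1110 of the higher and 284 of the lower genes were past a log2 fold change of 1.2. The groups did not overlap in 3719 genes (22.7%), against 10% by chance. Among the counts at an adjusted p under 0.05, the tool and hHKDC1 OE replicate 2 moved the values most. The p threshold also moved the counts past 1.2, to 1294 higher and 714 lower genes with no threshold on p. DESeq2 called 1256 genes higher and 196 lower at an adjusted p under 0.05, and edgeR's quasi-likelihood test with the same adjustment called 1957 higher and 1294 lower without hHKDC1 OE replicate 2. The authors' deposited table holds 3563 genes, 2447 higher and 1116 lower, each with an unadjusted p under 0.05. Past a log2 fold change of 1.2, the authors' deposited table holds 1658 higher and 489 lower genes, of which 1082 and 131 have an adjusted p under 0.05 from DESeq2. Of the genes past 1.2 in the authors' deposited table, 1555 were among those tested with edgeR, and each of the 1555 had the same direction there.
Of the metabolic processes, the 17 lipid synthesis genes had a median log2 fold change of -0.06 with 11 of them lower, 24 genes of oxidative phosphorylation a median of -0.04 with 17 lower, and 14 fatty acid and glucose transporters a median of -0.23 with 10 lower. Camera gave these lists adjusted p of 0.0972, 0.908 and 0.197. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 genes of the lists passed over all genes. Adjusted over the list alone, 2 lipid synthesis genes passed and 0 genes of the other lists, and at an unadjusted p under 0.05 the counts were 2, 0 and 0. With library size alone in place of TMM, the medians of lipid synthesis and oxidative phosphorylation were 0.09 and 0.12, beside 0.11 for all genes, so that lipid synthesis stayed below the median of all genes. The median of oxidative phosphorylation also changed direction with the 12 libraries in 1 fit (0.02) and without hHKDC1 OE replicate 2 (0.04) or null replicate 2 (0.00517). The Reactome pathway Respiratory electron transport had 49 of 75 genes higher, a median log2 fold change of 0.11 and an adjusted p of 0.208 by camera. Its adjusted p by camera was 0.0456 with library size alone, within a range from 0.0456 to 0.865 over 11 alternatives, and 0.0210 without null replicate 2, within 0.0210 to 0.997 over the fits that each left out one library. With DESeq2 the adjusted p of the lipid synthesis list by camera was 0.0229, within a range from 0.0228 to 0.432 over 11 alternatives. Lpin1 fell from 869 ± 132 to 362 ± 85.8 CPM (SD, n = 3), a log2 fold change of -1.26 (standard error 0.24, adjusted p = 0.133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fasn was at 7704 ± 1674 and 8175 ± 2427 CPM, a log2 fold change of 0.09 (standard error 0.36, adjusted p = 0.912 by the same test). The transporter genes Cd36 and Slc2a4 had log2 fold changes of -0.44 and -0.25, with adjusted p of 0.457 and 0.622 by the same test.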

**RNA sequencing analysis of subcutaneous fat depots.** PANTHER Gene Ontology analysis of (a) Up-regulated genes and (b) Down-regulated genes comparing hHKDC1 OE mouse subcutaneous fat with null; genes above threshold of 1.2 log fold change were included (1658 genes for up-regulated and 488 for down-regulated). (c) Metabolic processes and corresponding representative genes involved in subcutaneous fat including browning, lipolysis and synthesis, mitochondrial oxidative phosphorylation (Mito OxPhos), fatty acid (FA) and glucose transporter, and adipogenesis. Fold change is relative to null, n=3 mice/group. The p values were adjusted using the Benjamini-Hochberg approach, adjusted p<.05. The enrichment analysis was done with cluster Profiler R package. *p<0.05, **p<0.01, ****p<0.0001.

**Female glucose homeostasis characterization.** (a) Fasting plasma glucose (b) Fasting plasma insulin and (c) HOMA-IR, n=9-12 mice/group. (d-f) Plasma glucose concentrations during an IPGTT from mice 5, 10 and 15 weeks post-injection, respectively. All values are means ± SEM. ***P<0.001 (Student t-test).

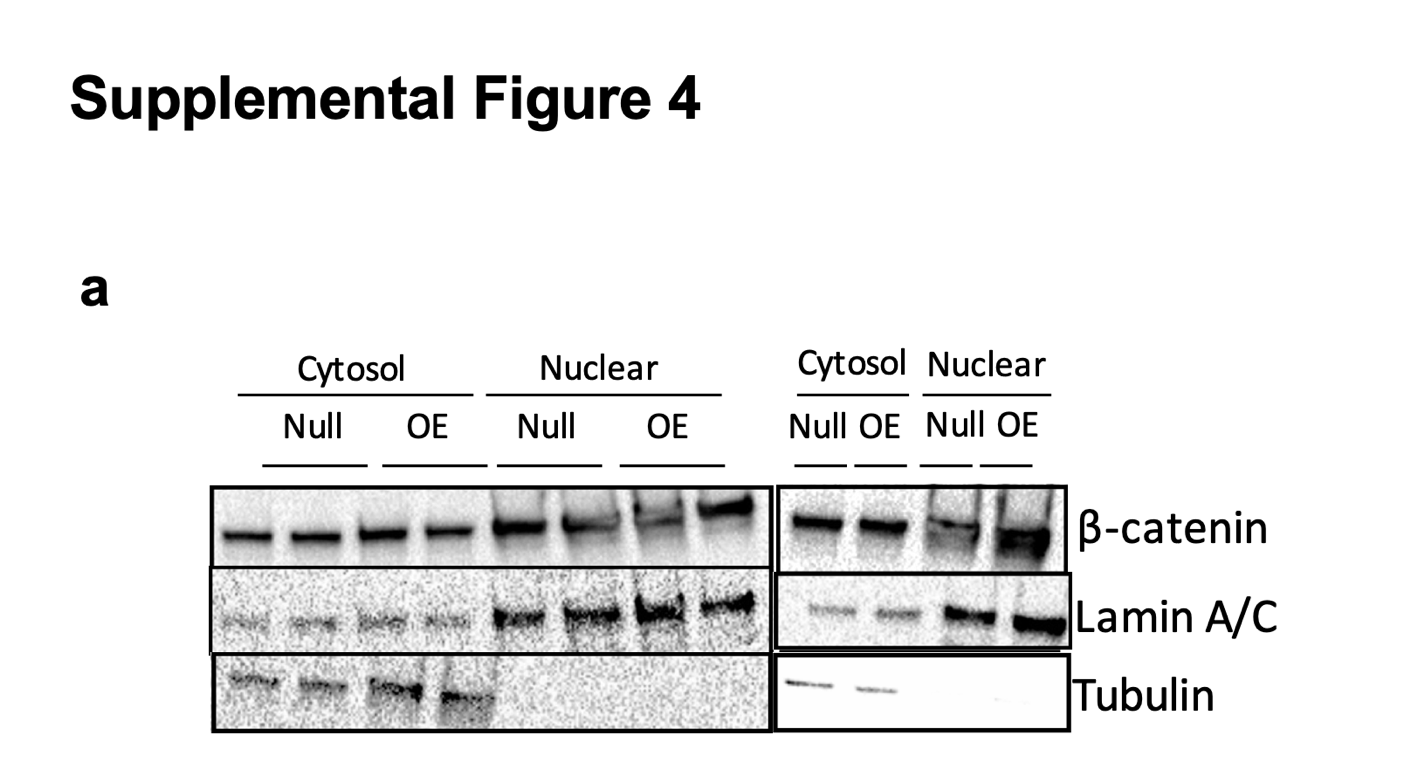

**Beta-catenin sub-cellular localization with hHKDC1 overexpression in liver.** Immunoblots of β-catenin, GAPDH (cytosolic housekeeping), and Lamin A/C (nuclear housekeeping) on cytosolic and nuclear fractions of hHKDC1 OE and null mouse livers. n=3 male mice/group.

**Original Western Blot Images Under Multiple Exposures**

**Supplemental Figure 5**

**Cropped blot in the main manuscript**

**Figure 1b**

Lanes 1, 2 = Null

Lanes 3, 4, 5 = hHKDC1 OE

**
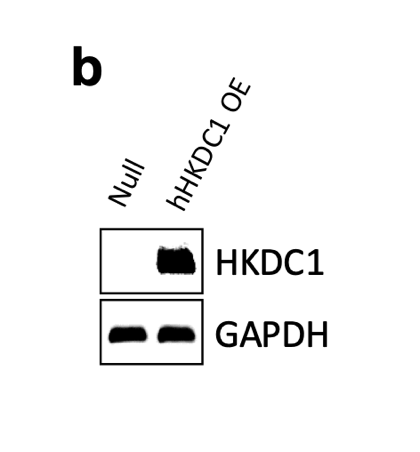
**

**Original uncropped blots**

**Figures 3a-d**

Lanes 1-4 = Null

Lanes 5-9 = hHKDC1 OE

Lanes 10-14 = Not shown in paper

**Cropped blots in the main manuscript**

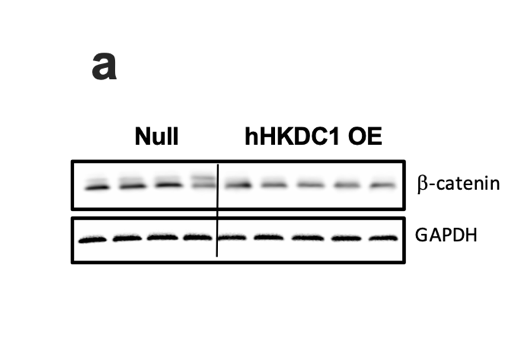

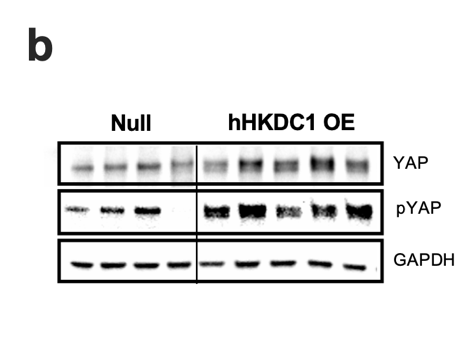

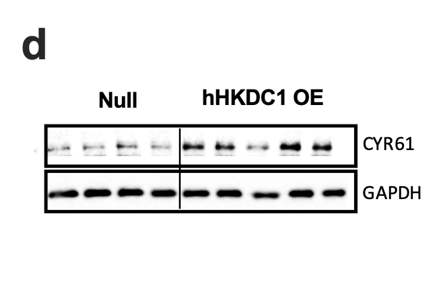

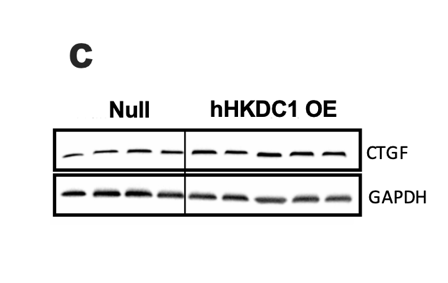

**Original uncropped blots**

**a**

**b**

**c**

**d**

**Figure 4c**

**Cropped blots in the main manuscript**

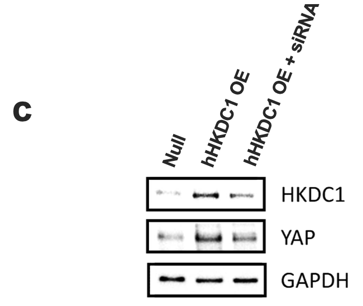

hHKDC1 OE+siRNA

hHKDC1 OE+siRNA

hHKDC1 OE

hHKDC1 OE

Null

Null

Set #2

Set #1

**Original uncropped blots**

**Cropped blots in the main manuscript**

**Figure 5b**

Lanes 1-4 = Null

Lanes 5-9 = hHKDC1 OE

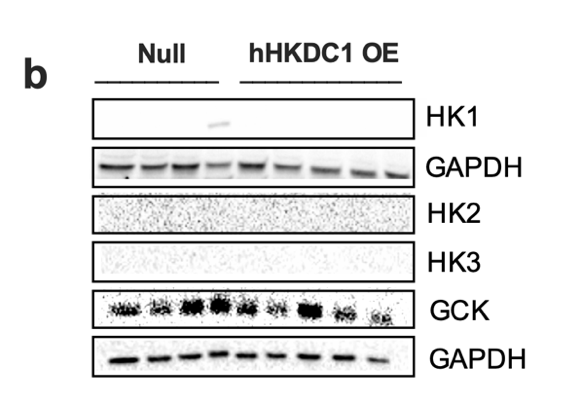

**Original uncropped blots**

**Figure 5c**

**Cropped blots in the main manuscript**

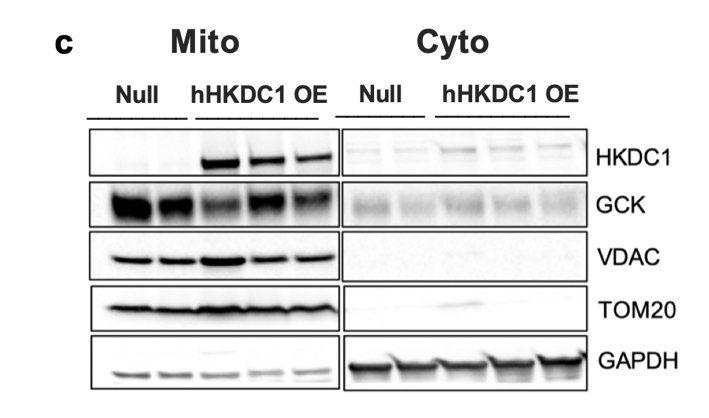

**Original uncropped blots**

7.2 sec

4 sec

4 sec

2 sec

**Figure 5g**

**Cropped blots in the main manuscript**

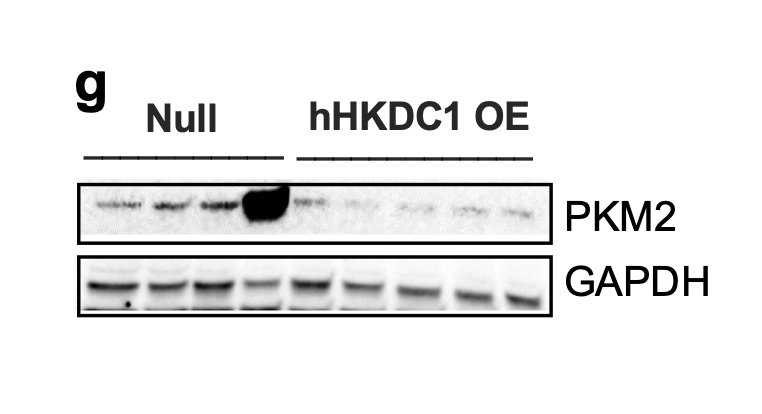

**Original uncropped blots**

**Supplemental Figure 1a**

**Cropped blots**

Female mice

Lanes 1-7 =Null

Lanes 8-14 = hHKDC1 OE

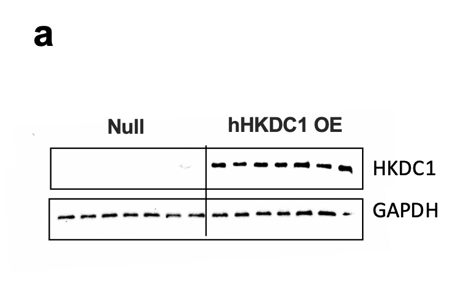

**Original uncropped blots**

**Supplemental Figure 4a**

I set

1, 2 Null; 3, 4 OE; 5, 6 Null; 7, 8 OE

_____________ _____________

Cytoplasm Nuclear

II set

1 Null; 2 OE; 3 Null; 4 OE _____________ _____________

Cytoplasm Nuclear

**
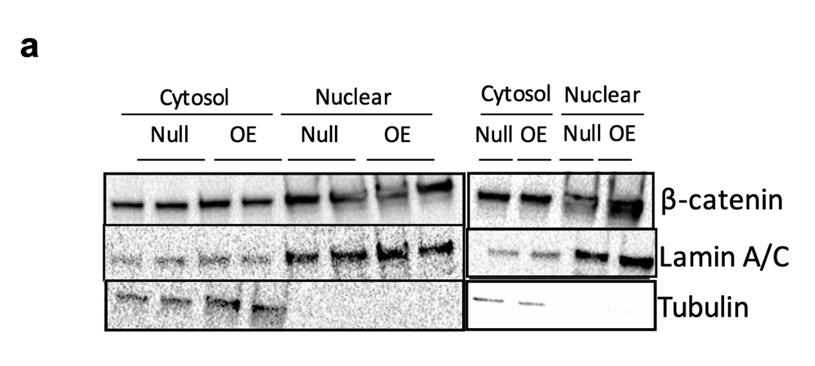
**

**Cropped blots**

**I set**

**II set**

**Original uncropped blots**

β-catenin

I set

β-catenin

II set

I set

Lamin A/C

Lamin A/C

II set

I set

I set

Tubulin

II set

How the deposited data were processed for this re-analysis (not part of the article)

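Subcutaneous fat and liver of male mice were sequenced 16 weeks after injection of the null or the hHKDC1 OE vector at 10 weeks of age, with 3 libraries for each tissue and vector, 12 in all. Each library was placed in its group by its sample title and by the paper. The labels describe 2 of the 3 hHKDC1 OE libraries of each tissue as knockouts, which the paper does not mention, and these libraries were kept in the hHKDC1 OE group.

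The authors mapped the reads with STAR and counted them per gene with HTSeq, and the deposited count table holds these whole-number counts without normalization for 54532 genes. Of the identifiers, 99.8% are in GENCODE mouse release 21 and 98.0% have the same position there, so coordinates are those of GRCm38, and 103 symbols are carried by more than one gene. The counting ignored strand, so overlapping genes and near-identical copies can share or lose reads. The authors also deposited FPKM values. They were recomputed from the counts, the gene lengths and DESeq2's size factors over the 12 libraries, and 100% of the 252371 values above 0 came within 1% of the deposited FPKM, so a library's FPKM values depend on the other tissue's libraries too. The authors' deposited table of the fat comparison gives a log2 fold change, a p-value and an adjusted p-value per gene from DESeq2, with 3563 genes whose largest unadjusted p-value is 0.0500. Those log2 values and p-values are the authors' own and were used only for comparison.

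Counts on genes ranged from 15496019 to 19954971 per library. The medians were 17738258 in null fat, 19257758 in hHKDC1 OE fat, 16172997 in null liver and 17374684 in hHKDC1 OE liver. Alb took 3.98% to 7.11% of the counts in liver. At these depths a gene with fewer than 10 counts in a library has a counting error that is large beside the differences reported, and 0 counts allow up to 3. No pair of replicates was close enough to be one library counted again: the chi-square per gene between replicates of a group was 21.8 to 173.

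From the counts, each tissue was fitted on its own with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), TMM normalization, edgeR's filterByExpr and Benjamini-Hochberg adjustment, with no term for the replicate number. The difference between the treatment effects in fat and liver was tested as an interaction over the 12 libraries. A gene was counted as changed at an adjusted p under 0.05, and for the counts of the legend of Supplementary Fig. 2 also at a log2 fold change past 1.2. Lists were tested with camera at a preset correlation of 0.01 and Reactome pathways of 10 to 500 tested genes in the same way. Of the tested protein-coding genes, 98.9% had the identifier that the pathways use. For single genes, an exact permutation test of normalized CPM is given, which cannot go below 0.1 with 3 libraries against 3. The standard errors given with edgeR are the size of the log2 fold change over the square root of the test's F statistic. They are therefore not estimated apart from the test. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and random draws used the seed 20230517.

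The lists of genes for browning, adipogenesis, lipolysis, lipid synthesis, oxidative phosphorylation, transporters, inflammation and apoptosis in fat, and for lipid synthesis, hexokinases, YAP targets, proliferation, and pentose phosphate and nucleotide synthesis in liver, the cell type marker lists, the tests and the alternatives were set before the data were examined, apart from those said to be chosen later. The genes named were to be Ucp1, Dio2 and Cidea, the genes of a list where that list is reported, the hexokinases, Pcna, Yap1, Ctgf, Cyr61, Ctnnb1, Myc and Pkm in liver, and the 5 genes with the largest rise and the largest fall among those past the threshold. No gene was past it. Some genes that this rule covers are not reported here. Other genes are named as chosen after their values were seen. The lists for the acute phase, glucocorticoid response, fasting response and glycolysis were written after the values were seen.

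Each test was first run on simulated counts drawn from the real means and library sizes, with 200 genes changed by 2 on the log2 scale. On 15888 simulated genes, edgeR recovered 164 of the 200 changed genes (82%) with 8 false calls among 172. With the replicate number as a block it recovered 143 (71.5%) with 2 false calls among 145. On 16380 simulated genes, DESeq2 recovered 175 (87.5%) with 43 false calls among 218. On 16232 simulated genes, limma recovered 138 (69%) with either pseudocount, and on 16301 the interaction test recovered 104 (52%) with 5 false calls among 109. Camera and fry each called 2 of 52 simulated sets, with 0 false calls. The simulated genes were drawn independently, so these set calls do not show how camera or fry behave where genes move together. Genes of the same mean were given the same spread between replicates, so the recovered and false shares need not hold for the real genes.

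The alternatives were DESeq2, upper-quartile normalization, library size alone, no filter on low counts, at least 10 counts in every library, the 12 libraries in 1 fit, the replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1, other thresholds, fry, camera with an estimated correlation, and each library left out in turn. A robust edgeR fit and DESeq2 with unadjusted p-values were added after the data were seen. The replicate numbers are in the sample titles, and the paper gives them no meaning. In liver, the deviations of same-numbered null and hHKDC1 OE libraries from their group means correlated at 0.220, 0.218 and 0.106 across genes, each above 0.1, so the liver numbers were taken as pairs, and the blocked liver counts are given beside the others. No library was left out of the results at the claims.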

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

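The fits of each tissue, the interaction test, the process lists and the marker lists were set ahead of the results. The other lists and the tests of explanations in this part and in the other observations were chosen after the result they bear on was seen, except the comparisons of DESeq2 calls across splits of the libraries, which were fixed before those calls were counted.

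Genes of lymphocytes and of lymph node stroma, which the paper does not discuss, were far higher in hHKDC1 OE fat than in null fat. The mean of the summed CPM was 74.3 times that of null fat for 12 B cell genes, 42.2 times for 12 T cell genes and 28.0 times for the stroma genes of lymph nodes. The B cell genes came to 9.92, 7.05 and 15.1 CPM in the null libraries and 1335, 86.9 and 964 in the hHKDC1 OE libraries, the stroma genes to 5.02, 1.35 and 3.11 CPM and to 157, 11.8 and 96.6, and each of these lists separated the groups (two-sided exact permutation test, p = 0.1, the smallest possible). Without hHKDC1 OE replicate 1 the ratio was 49.1 for the B cell genes and 17.1 for the stroma genes, and without null replicate 3 it was 67.3 for the T cell genes. The most abundant B cell gene, Cd79a, went from a mean of 0.368 to 131 CPM, the T cell gene Lck had a mean of 84.2 CPM in hHKDC1 OE fat, Cd8a went from 0.715 to 62.9, and the stroma gene Cxcl13 from 2.71 to 42.6. The stroma gene Ccl21a came to 1.13, 0.0564 and 0 CPM in null fat and 65.1, 0.779 and 4.85 CPM in hHKDC1 OE fat, so that replicate 2 lay below null replicate 1, and its hHKDC1 OE mean of 23.6 was 2.82 without replicate 1. In null fat, 1 of the 12 B cell genes, 4 of the 12 T cell genes and 1 of the stroma genes had at least 10 counts in each library, and none of these genes is on a process list. The total counts of the groups differed by a ratio of 1.01, which is far too small to account for this. A lower share of fat cells would raise the genes of other fat cell types alike, but 10 endothelium and fibroblast genes stayed at 0.951 times the null mean and 10 adipocyte genes at 0.932. A candidate explanation is that pieces of lymph node, such as the inguinal node that lies within subcutaneous fat of mice, were part of the dissected hHKDC1 OE samples: the stroma genes, which circulating lymphocytes do not express, rose 28.0-fold (17.1-fold without hHKDC1 OE replicate 1) beside the lymphocyte genes. Lymphocytes that gather in the fat in response to the treatment, with stroma of their own, stay open as a biological explanation and were not tested. The paper's text does not name what was done with lymph nodes when the fat was dissected.

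In liver, whose sequencing the paper does not report, 20 acute phase genes (serum amyloid, orosomucoid and other proteins that the liver makes during inflammation) had a median log2 fold change of 1.40, and 19 of them were higher in hHKDC1 OE liver. The list was chosen after its genes were seen. Camera gave it an adjusted p of 5.92e-27, fry 0.111 and camera with an estimated correlation 0.0581, and the groups did not overlap in 12 of the 20 genes, against 10% by chance. Of the 10 splits of the 6 liver libraries, 1 gave the list as small a p by camera, the real one, and 10 splits cannot give a share under 0.1. Saa1 had a log2 fold change of 6.41 (standard error 0.90, adjusted p = 0.149 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6.03 with an adjusted p of 0.0233 by the same test with the replicate number as a block. Saa1 and Saa2 together came to 26.4, 40.1 and 126 CPM in null liver and 11079, 1242 and 8567 in hHKDC1 OE liver. Saa1 and Saa2 are near-identical copies, so the split of reads between them is uncertain. Shared reads do not account for the pattern, because 14 acute phase genes outside the Saa and Orm families had a median log2 fold change of 0.79 with 13 higher. The total counts of the groups differed by a ratio of only 1.08, and T cell genes were at 0.637 times the null mean in hHKDC1 OE liver, so neither depth nor lymphocytes account for it. A response of the hepatocytes to human HKDC1, to the vector preparation that carries it, or to inflammation elsewhere could give this pattern at a median of 1.40. The libraries cannot separate these, since human HKDC1 and its vector preparation came together in each hHKDC1 OE mouse, while the null mice received the null vector.

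Gapdh, chosen after its value was seen, had the largest change of any glycolysis gene examined in liver, with a log2 fold change of 3.97 (standard error 0.46, adjusted p = 0.0573 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries). It came to 2.51, 7.42 and 6.18 CPM in null liver and 130, 59.1 and 65.9 in hHKDC1 OE liver, low values for a gene that cells use widely. Gapdh has many pseudogenes that can take its reads, and a loss of reads to them was not tested. Glycolysis genes did not rise together: among 10 others the largest log2 fold change was 0.22, and their median was -0.02. With the replicate number as a block its log2 fold change was 3.87 and the adjusted p of Gapdh 0.0233 by edgeR's quasi-likelihood test. In fat the same gene ranged from 4.00 to 244 CPM within the hHKDC1 OE group, a ratio of 60.9. What varies between libraries in the reads assigned to Gapdh therefore stays open, and no biological explanation was tested.

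DESeq2 called 45 genes higher and 48 lower in hHKDC1 OE liver, in libraries the paper does not report, where edgeR called 0 and 0 and found 927 genes at an unadjusted p under 0.05, with 668 given by chance. With the replicate number as a block, edgeR called 13 higher and 4 lower. Other splits of the liver libraries gave as much: 3 of the 10 splits had as many DESeq2 calls as the real one, with up to 128 calls, 2 of 10 had as many genes at an unadjusted p under 0.05 by edgeR, and 3 of 10 had as many genes whose groups did not overlap. Of the 4 splits that part all 3 replicate pairs, 1, the real one, had as many genes at an unadjusted p under 0.05, and 1, the real one, as many DESeq2 calls, with 93 against 1, 28 and 0. The other splits with more DESeq2 calls, 125 and 128, each part 1 pair. The split with the most such genes, 1683, sets null replicate 1 and hHKDC1 OE replicates 1 and 3 against the rest. The number of DESeq2 calls in liver cannot be told apart from what regrouping these libraries gives, since 10 splits, and the 4 that part all pairs, are too few.

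In 113 genes, each hHKDC1 OE library lay above each null library in one tissue and below each of them in the other, out of 12763 genes tested in both. Chance would give 141 such genes, from 3215 genes separated in fat and 1557 in liver. In 332 genes the groups were separated in the same direction, where chance gives 251. The difference between tissues was tested as an interaction: 0 of 17070 genes passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2163 had an unadjusted p under 0.05 where 854 are given by chance, and 7 of 100 splits of the libraries had as many. At that share, regrouping remains an explanation for the excess. Without hHKDC1 OE fat replicate 2 the interaction called 1211 genes. Arrdc3, chosen after its values were seen, is an example, with a log2 fold change of -1.77 in fat (adjusted p = 0.133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.45 in liver (adjusted p = 0.586 by the same test, and 0.0461 with the replicate number as a block in liver), and a difference of -3.14 (adjusted p = 0.139 by the interaction test).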

How the results depend on the processing

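The tests in this part were chosen ahead of the results, except a robust edgeR fit, DESeq2 with unadjusted p-values and the block on single liver genes and on the acute phase, glucocorticoid and fasting lists, which were chosen after the result was seen. Where a value below changed, the cause was not tested unless the alternative's own construction gives it.

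Under edgeR with TMM, 0 genes passed an adjusted p of 0.05 in fat, in liver or for the interaction, with 2903, 927 and 2163 genes at an unadjusted p under 0.05. DESeq2 called 1256 higher and 196 lower genes in fat, 1093 and 134 of them past a log2 fold change of 1.2, 45 and 48 in liver and 499 for the interaction. On simulated counts, in which genes of the same mean had the same spread, 43 of 218 DESeq2 calls and 8 of 172 edgeR calls were false. With no filter on low counts, edgeR called 723 and 80 in fat, 695 and 64 past 1.2, 180 and 147 in liver and 479 for the interaction, and with the 12 libraries in 1 fit, 770 and 106 in fat and 650 and 69 past 1.2. Limma on log2(FPKM + 1) called 1 gene higher in fat, also past 1.2, and 2 higher and 1 lower in liver, and on log2(FPKM + 0.1) it called 3 higher and 2 lower in liver. Library size alone gave 2 higher genes in liver, and the robust fit 1. Past 1.2 there were 1294 higher and 714 lower genes in fat with no p threshold, 1110 and 284 at an unadjusted p under 0.05, and 1658 and 489 with DESeq2 at an unadjusted p. Upper-quartile normalization, the filter of at least 10 counts in every library and a linear fold change of 1.2 left the fat counts at 0. Ucp1 and Dio2 were not tested under that filter.

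With the replicate number as a block, edgeR called 159 genes higher and 9 lower in fat, the same 159 and 9 counts past 1.2, and 13 higher and 4 lower in liver, and 167 of the 168 fat calls were also DESeq2 calls. In fat, same-numbered libraries correlated at 0.0257, -0.127 and 0.0517, so the fat numbers were not taken as pairs. In that fit the apoptosis list had a median log2 fold change of 0.32 and an adjusted p of 0.0724 by camera, and the block changed no other call of a process list or of a single pathway in fat, and no call of the 5 process lists in liver. In liver, where the numbers were taken as pairs, Gapdh (3.87), Saa1 (6.03), Saa2 (7.21) and Arrdc3 (1.54) passed in that fit, with adjusted p of 0.0233, 0.0233, 0.0180 and 0.0461 by edgeR's quasi-likelihood test, and camera called the acute phase, glucocorticoid and fasting lists with and without the block, while fry and the estimated correlation called none of them.

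The fits that each left out one library gave 0 to 1957 higher and 0 to 1294 lower genes in fat, 0 to 1446 and 0 to 470 past 1.2, 0 to 77 higher and 0 to 69 lower genes in liver, and 0 to 1211 for the interaction. Each upper end is the fit without hHKDC1 OE replicate 2 of the tissue (of fat for the interaction). Without null replicate 3, 2 fat genes were lower, and the other fits called 0. The log2 fold change of Ucp1 ranged from 4.74 to 8.40 and that of Cidea from 0.94 to 1.71, and without hHKDC1 OE replicate 2 both passed, at 6.64 (adjusted p = 0.00678 by edgeR's quasi-likelihood test, within 0.00678 to 0.406 over the 6 fits) and 1.71 (adjusted p = 0.0175 by the same test, within 0.0175 to 0.591). Dio2 ranged from 0.66, without null replicate 2, to 1.49 and passed in no fit. In the alternatives its adjusted p by edgeR, DESeq2 or limma was 0.289 to 0.496.

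Ucp1 passed with DESeq2 (6.13, adjusted p = 0.00102), with no filter (6.08, adjusted p = 0.0125 by edgeR) and with the 12 libraries in 1 fit (6.18, adjusted p = 0.0245 by edgeR), within adjusted p of 0.00102 to 0.298 over 9 alternatives. Its log2 fold change was 3.05 with limma on log2(FPKM + 1) and 5.17 on log2(FPKM + 0.1), where it did not pass.

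The inflammation list stayed higher in each alternative, with medians from 0.52 to 1.05, and the adipogenesis list stayed lower, with medians from -0.45 to -0.22. Both passed by camera in each fit, the 6 fits without a library included. Under fry and under camera with an estimated correlation none passed: the inflammation list kept its median of 0.91, adipogenesis -0.38, apoptosis 0.33 and liver lipid synthesis -0.34, with the smallest of these adjusted p at 0.110 by fry, and 0 Reactome pathways were called higher and 0 lower. The lipolysis list passed by camera with no filter (-0.34, adjusted p = 0.0406), with limma on log2(FPKM + 1) (-0.39, adjusted p = 0.0169) and on log2(FPKM + 0.1) (-0.39, adjusted p = 0.0392). The lipid synthesis list passed by camera with DESeq2 (-0.042, adjusted p = 0.0229), no filter (-0.091, adjusted p = 0.0279) and limma with either pseudocount (-0.11, adjusted p of 0.0228 and 0.0491). Camera called 86 pathways lower with DESeq2 and 92 with no filter, against 53.

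Medians near 0 changed direction. Library size alone moved the median of all genes from -0.05 to 0.11 in fat and from 0.01 to 0.07 in liver. Under it the medians, which are to be read against that shift, were 0.090 for lipid synthesis and 0.12 for oxidative phosphorylation, and among the pathways 0.013 for fatty acid, triacylglycerol and ketone body metabolism, 0.034 for triglyceride biosynthesis, 0.10 for mitochondrial beta-oxidation and 0.13 for white adipocyte differentiation, and 0.048 for pentose phosphate and nucleotide synthesis in liver. With the 12 libraries in 1 fit, oxidative phosphorylation was at 0.023, beta-oxidation at 0.011 and white adipocyte differentiation at 0.038. White adipocyte differentiation was also at 0.012 with upper-quartile normalization, 0.000821 with DESeq2 and 0.00368 with at least 10 counts in every library. The Reactome apoptosis pathway was at -0.010 with limma on log2(FPKM + 1) and -0.011 on log2(FPKM + 0.1). The hexokinase genes were at 0.13 with DESeq2, 0.14 with no filter and 0.015 with limma on log2(FPKM + 0.1).

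Across the 6 fits that each left out one library, the browning median ranged from 0.087, without hHKDC1 OE replicate 1, to 0.30, without hHKDC1 OE replicate 3, was 0.12 without null replicate 1 and 0.11 without null replicate 3, and passed by camera without null replicate 2 (0.23, adjusted p = 0.0352). The apoptosis list ranged from 0.23 to 0.38 and failed to pass by camera without null replicate 1, null replicate 3 or hHKDC1 OE replicate 2 (adjusted p of 0.0530, 0.0632 and 0.158). Lipid synthesis ranged from -0.19, without hHKDC1 OE replicate 1 (adjusted p = 0.0157 by camera), to -0.017, without hHKDC1 OE replicate 3, was -0.023 without hHKDC1 OE replicate 2, and was -0.11, -0.16 and -0.14 without null replicates 1, 2 and 3. Oxidative phosphorylation ranged from -0.17, without null replicate 3, to 0.041, without hHKDC1 OE replicate 2, was 0.00517 without null replicate 2, and was -0.11 without hHKDC1 OE replicate 1. Adipogenesis was at -0.58 without hHKDC1 OE replicate 2, lipolysis at -0.17 without hHKDC1 OE replicate 1, and the transporters at -0.36 without hHKDC1 OE replicate 2 and -0.13 without hHKDC1 OE replicate 3. Reactome pathways called higher ranged from 110, without null replicate 3, to 166. The Reactome apoptosis pathway ranged from -0.025, without null replicate 2, to 0.053, without hHKDC1 OE replicate 1, with -0.021 without null replicate 3 and 0.000117 without hHKDC1 OE replicate 2. In liver, lipid synthesis ranged from -0.61, without null replicate 2, to 0.032, without null replicate 1, was -0.60 without null replicate 3 and -0.55 without hHKDC1 OE replicate 2, and did not pass by camera without hHKDC1 OE replicate 1 either (-0.13, adjusted p = 0.0777). The hexokinases ranged from -0.23 to 0.25, with -0.14 without null replicate 3, 0.02 without null replicate 1, 0.07 without hHKDC1 OE replicate 2 and 0.25 without hHKDC1 OE replicate 3. Pentose phosphate and nucleotide synthesis ranged from -0.10, without null replicate 3, to 0.032, without null replicate 1, with 0.000555 without null replicate 2 and 0.022 without hHKDC1 OE replicate 3. Proliferation ranged from -0.24, without null replicate 3, where it passed by camera (adjusted p = 0.0487), to -0.070, without null replicate 1, and was -0.08 without hHKDC1 OE replicate 3. The YAP targets were lower in each fit, at -0.16 without null replicate 1, -0.05 without null replicate 2, -0.18 without hHKDC1 OE replicate 2 and -0.20 without hHKDC1 OE replicate 3, and passed in none.

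Of the 10 single pathways, 5 passed by camera and none under fry or the estimated correlation. Toll-like receptor cascades (0.13, adjusted p = 0.0224 by camera) also lost its call in 2 other alternatives, with limma on either FPKM scale, and in 4 of the 6 fits that left out one library. Triglyceride biosynthesis passed by camera as lower with DESeq2 (adjusted p = 0.0185), no filter (0.0148) and limma on either FPKM scale (0.0191 and 0.0423), within 0.0148 to 0.790 over 11 alternatives, and without null replicate 2 (0.0471) or hHKDC1 OE replicate 1 (0.0314), within 0.0314 to 0.309 over the 6 fits. Respiratory electron transport passed by camera as higher with library size alone (0.27, adjusted p = 0.0456) and without null replicate 2 (0.19, adjusted p = 0.0210), within 0.0456 to 0.865 over 11 alternatives and 0.0210 to 0.997 over the 6 fits. Depth limits Tnf and Il1b in fat, which did not pass the filter on low counts and were not tested by edgeR.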

Differences from the paper's values

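The legend of Supplementary Fig. 2 gives, as the paper's values, 1658 up-regulated and 488 down-regulated genes past a log fold change of 1.2, and the methods name an adjusted p under 0.05. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes were higher and 0 lower past a log2 fold change of 1.2, and 2903 genes had an unadjusted p under 0.05. Of the alternatives set before the data were examined, 3 came within 1.5 times of the paper's 1658: 1446 genes without hHKDC1 OE replicate 2, 1294 with no threshold on p and 1110 at an unadjusted p under 0.05. For the paper's 488, these were 470 genes without hHKDC1 OE replicate 2 and 714 with no threshold on p, while an unadjusted p under 0.05 gave 284. DESeq2 with adjusted p gave 1093 and 134, no filter 695 and 64, the 12 libraries in 1 fit 650 and 69, and the replicate number as a block 159 and 9. Limma on log2(FPKM + 1) gave 1 and 0. Upper-quartile normalization, library size alone, at least 10 counts in every library, limma on log2(FPKM + 0.1), a linear fold change of 1.2 and the fits without any other library gave 0, except 2 lower genes without null replicate 3, and so did a robust edgeR fit, which was chosen after seeing the values. DESeq2 with an unadjusted p under 0.05, an alternative chosen after seeing the values, gave 1658 higher and 489 lower genes, the numbers that the authors' deposited table also holds.

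The paper lists Ucp1, Dio2 and Cidea as increased. Their log2 fold changes were 6.12, 1.09 and 1.31, higher as in the paper, but none passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.133, 0.344 and 0.279). Ucp1 passed with DESeq2 (adjusted p = 0.00102), with no filter on low counts (0.0125), with the 12 libraries in 1 fit (0.0245) and without hHKDC1 OE replicate 2 (0.00678), and Cidea passed without hHKDC1 OE replicate 2 (0.0175), each by the test of that alternative with Benjamini-Hochberg adjustment. Dio2 passed in none of the settings run, with adjusted p of 0.231 to 0.605 without each library in turn and 0.289 to 0.496 in the other alternatives.

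The paper describes inflammatory and apoptosis pathways as up-regulated. Camera called both lists higher and fry called neither, and the Reactome pathway Apoptosis had a median log2 fold change of 0.04 and an adjusted p of 0.181 by camera. No setting run called that pathway, and its smallest adjusted p was 0.0530 over 11 alternatives and 0.0974 without each library in turn. For lipolysis genes the paper reports a change that is mild or absent, and the lipolysis list passed by camera as lower with no filter on low counts and with limma on either FPKM scale. That list mixes lipases and regulators, so its direction is not that of lipolysis. In liver the paper reports a significant rise of Pcna RNA by qPCR, whereas Pcna was lower in the liver libraries without passing an adjusted p of 0.05.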

Other observations

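The hHKDC1 OE libraries of fat were unequal. Among the 1658 genes of the authors' deposited table that are higher by more than 1.2, 66.8% were low in replicate 2. For these the rise in replicate 2 was under 0.25 of that in replicate 1 and also under 0.25 of that in replicate 3. By the same rule 0.724% and 0.603% were low in replicate 1 and replicate 3. The summed rise of the 1658 genes in replicate 2 was 0.156 of the mean in the others. The corresponding ratio was 0.0669 for the B cell genes, 0.0567 for the T cell genes and 0.0701 for lymph node stroma. A candidate explanation is that much of this list comes from lymph node tissue, which was present in all 3 hHKDC1 OE libraries but least in replicate 2. The inflammation genes, with a ratio of 0.365, and 12 macrophage genes, with 0.625, fell between. The macrophage genes, 12 of 12 of which had at least 10 counts in each null library and 4 of which are on the inflammation list, were 2.14 times the null mean. For them a lymph node source and a rise within the fat cannot be told apart, because the ratio rests on 1 library. A smaller change of replicate 2 in each gene is the other explanation. Only 3.48% of the authors' lower genes fell in replicate 2 by less than 0.25 of the fall in the others, but those genes were chosen because they fell, so the explanations cannot be told apart by this value.

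Ribosomal protein genes rose as a group: 76 of 77 were higher in hHKDC1 OE fat, with a median log2 fold change of 1.25. The list was chosen after the pathway ranks were seen. These genes are short, but 50.7% of 6567 other protein-coding genes of the same length range were higher, with a median of 0.01, which argues against gene length. The rise was low in replicate 2 for 66.2% of them, and in replicate 1 and replicate 3 for 1.30% and 3.90%, so lymphocytes, which are rich in ribosomes, are a candidate source here too.

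Liver genes were found in the fat libraries. The 10 hepatocyte genes put the share of liver RNA, as the median over the genes, at 2.24%, 2.18% and 7.09% in null fat and 2.70%, 0.960% and 1.44% in hHKDC1 OE fat. Each of the 10 genes had at least 10 counts in each null fat library. A carryover of liver RNA predicts the other abundant liver genes, and 50 of the 50 examined were in null fat at no less than 0.5 of the predicted level. An exchange of reads between libraries would also put fat and muscle genes into liver. Over 20 such genes the median in liver was 0.228% of the fat level, and Adipoq was at 0.00523%, which argues against exchange at the share seen for liver genes. Liver RNA in the fat samples may therefore account for part of the fat results. Saa1 and Saa2, higher in hHKDC1 OE fat, came to 264, 119 and 118 CPM there. The liver share predicted 188, 66.8 and 100.0, a ratio of 1.41 over the group. With the lowest and the highest hHKDC1 OE liver library in place of their mean, replicate 1 and replicate 3 lay within the predicted range. Replicate 2 lay above its upper limit of 106. That range keeps the median share fixed, whereas single hepatocyte genes put the share of replicate 2 at 0.827% to 15.2%, so replicate 2 does not argue against liver RNA. Of the 489 lower genes of the authors' deposited table, 30.9% (151 genes) had at least 0.5 of their null level predicted from liver RNA, against 0.543% of the higher genes. The pathway Lipid digestion, mobilization, and transport had a median log2 fold change of -0.24 and an adjusted p of 0.320 by camera over the 24 genes that were not predicted from liver RNA, while Fatty acid, triacylglycerol, and ketone body metabolism stayed lower with an adjusted p of 0.0330 by camera over 80 genes, which argues against liver RNA as its whole cause. Leaving out the 501 predicted genes, camera called 29 pathways lower and 159 higher. Carryover during dissection or library preparation was not distinguished from liver genes expressed by fat.

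The other marker lists in fat were as follows. The 10 skin or mammary epithelium genes were at 0.199 times the null mean, with 172, 26.1 and 91.7 CPM in null fat and 14.5, 24.6 and 18.3 in hHKDC1 OE fat (two-sided exact permutation test, p = 0.1), and at 0.325 times without null replicate 1. The ratio of total counts, 1.01, does not account for it, and the amount of skin or mammary tissue dissected with the fat was not tested. The sum of 10 skeletal muscle genes ranged from 663 to 26340 CPM within null fat and from 1328 to 19759 within hHKDC1 OE fat, a ratio of means of 0.496 (two-sided exact permutation test, p = 0.8), which was 0.142 without hHKDC1 OE replicate 1. The 10 brown adipocyte genes, 9 of them on a process list, were at 1.72 times the null mean (two-sided exact permutation test, p = 0.2). The 4 male genes were at 1.07 times the null mean, and the female gene Xist was at or under 0.107 CPM in each fat library.

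Glucocorticoid response genes, a list written after some of them were seen, were lower in both tissues. In fat 12 of 12 were lower with a median log2 fold change of -0.996 (camera adjusted p = 1.37e-09, fry 0.0705), and in liver 12 of 12 with a median of -0.69 (camera adjusted p = 1.23e-11, fry 0.0980). Of the 10 splits, 1 gave as small a p by camera in fat and 1 in liver, the real one in each. Liver RNA does not account for the fall in fat, since only 1 of the 12 genes had 0.5 or more of its null fat level predicted from it. If the groups differed in feeding state or in time since their last meal, genes that fasting raises should also be lower, and 12 of 12 such genes were lower in liver, with a median of -0.59 (camera adjusted p = 1.74e-13, fry 0.0709), and 11 of 12 in fat, with a median of -0.35 (camera adjusted p = 0.00458, fry 0.0705). For these fasting genes 1 of the 10 splits gave as small a p by camera in liver, the real one, and 3 of 10 in fat. Whether liver RNA accounts for the fall of the fasting genes in fat was not tested. With the replicate number as a block in liver, 11 of the 12 glucocorticoid response genes were lower. A difference in feeding, stress or time of collection between the groups may thus underlie part of the changes shared by fat and liver, as may an effect of hepatic HKDC1 on the whole animal. The higher fasting insulin that the paper reports in hHKDC1 OE males could act in the same direction and was not tested. The paper's text names a fast for the livers used in metabolomics, lipid and hexokinase assays and none for the sequenced tissues, and it does not name the order of collection.

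Of the fits that each left out one library, the fit without hHKDC1 OE replicate 2 called the most genes in both tissues. Among the 3251 fat genes called without it, it lay past all 3 null libraries on the hHKDC1 OE side in 55.1%, and among 146 liver genes in 52.1%, where a null library would do so in about 25% of independent genes. In fat the directions differed: it lay above all null libraries in 1533 of 1957 higher genes and below them in 259 of 1294 lower genes. In liver these were 43 of 77 and 33 of 69. The genes were chosen by their change in replicates 1 and 3, so these shares do not show how near replicate 2 lies to the null libraries over all genes. Genes also move together, so a mislabelled null library and a weakly changed hHKDC1 OE library cannot be told apart by these shares in fat or in liver.

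Other splits of the fat libraries gave smaller results than the real one for some of the results and not for others. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes at an unadjusted p under 0.05 (others 101 to 1986), 1 as many such genes past a log2 fold change of 1.2, 1 as many genes whose groups did not overlap, 1 as many DESeq2 calls (others 0 to 489) and 1 as many Reactome pathways called by camera. The same held for the inflammation, adipogenesis and apoptosis lists, each with 1 of 10. As small a p by camera was given by 5 of the 10 splits for the browning list, 3 for lipolysis, 4 for lipid synthesis, 9 for oxidative phosphorylation and 3 for the fatty acid and glucose transporters. A share under 0.05 cannot be reached with 10 splits, so each of these results cannot be told apart from regrouping by this count alone.

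DESeq2 called 11 genes higher in both tissues, where 2.24 are given by chance among 12797 genes tested in both: Isyna1, Junb, Lcn2, Ly6e, Lyz2, Mup18, Orm2, Saa1, Saa2, Saa3 and Tgm1. It called 12 genes lower in both, where 0.551 are given by chance: Acot1, Alas1, Alb, Cyp4a12b, Fads1, Fads2, Fkbp5, Fmo5, Lpin1, Slc7a2, St3gal5 and Tsc22d3. Klf2 was higher in fat and lower in liver, and Orm3 and Peg3 were lower in fat and higher in liver. These genes were named after their values were seen, and some of them are among the liver genes found in fat.

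In liver, the paper measures proliferation, β-catenin, YAP and metabolism by other assays. These include qPCR, by which it reports a significant rise of Pcna RNA and no significant difference in hexokinase RNA. The liver libraries give RNA by sequencing, where Pcna had a log2 fold change of -0.34, opposite to the rise by qPCR. Of 28 proliferation genes 20 were tested, 14 of them lower, with a median log2 fold change of -0.16 and an adjusted p of 0.180 by camera. Of 15 YAP targets 14 were tested, 9 of them lower, with a median of -0.08 and an adjusted p of 0.584 by camera. The 26 pentose phosphate and nucleotide synthesis genes had a median of -0.02 (adjusted p = 0.727 by camera), and the 3 tested hexokinase genes a median of -0.27 (adjusted p = 0.727 by camera). The 17 lipid synthesis genes had a median of -0.34 with 13 lower and an adjusted p of 0.00209 by camera, and 0.639 by fry. For this list 4 of the 10 splits gave as small a p by camera, and without null replicate 1 the median was 0.03. As small a p by camera was given by 6 of the 10 splits for the proliferation list, 4 for the YAP targets, 10 for pentose phosphate and nucleotide synthesis and 9 for the hexokinases. Over these 77 genes, 0 passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 0 when the adjustment covered the 77 genes alone and 4 at an unadjusted p under 0.05, and 1 lipid synthesis gene passed when adjusted over the list alone. These counts and the gene values that follow come from the fit without the replicate number as a block. With the block, edgeR called 13 genes higher and 4 lower in liver, and values of the 77 genes are not given for that fit. The log2 fold changes were -0.34 for Pcna, -0.11 for Yap1, -0.51 for Ctgf, 0.58 for Cyr61, 0.00 for Ctnnb1, -1.16 for Myc, -0.22 for Pkm, -0.27 for Hk1 and 0.59 for Hk3, each with an adjusted p of at least 0.764 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mouse Hkdc1 had 8 counts or fewer in each liver library, and Hk2 between 1 and 24.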
